# PD-1 Blockade Mitigates Surgery-Induced Immunosuppression and Increases the Efficacy of Photodynamic Therapy for Pleural Mesothelioma

**DOI:** 10.1158/2767-9764.CRC-24-0571

**Published:** 2025-05-23

**Authors:** Gwendolyn M. Cramer, Richard W. Davis, Emmanouil Papasavvas, Astero Klampatsa, Joann M. Miller, Shirron Carter, Ruth Ikpe, Min Yuan, Sandy Widura, R. Sonali Majumdar, Sally McNulty, Mary Putt, Andrew V. Kossenkov, Luis J. Montaner, Sunil Singhal, Edmund K. Moon, Steven M. Albelda, Keith A. Cengel, Theresa M. Busch

## Abstract

Lung-sparing radical pleurectomy with intraoperative photodynamic therapy (PDT) demonstrates remarkable survival for patients with pleural mesothelioma. Nevertheless, most patients treated with this multimodal approach will develop local tumor recurrence. An understanding of potential causes of treatment failure is central to developing mitigation strategies. Surgery importantly reduces disease burden but also produces tumor-promoting inflammation, as demonstrated through transcriptomic analysis of pleural mesothelioma specimens. Using preclinical models in the setting of combination therapy, we separated the benefit of surgical resection from its counterproductive effects on therapeutic outcome. Specifically, we evaluated mechanisms by which surgically induced inflammation can be therapy-limiting in a murine model of tumor incision (TI) introduced by a surgical cut across the tumor. In this TI model, we identified distinct TI-altered patterns in innate and adaptive inflammatory cells in murine mesothelioma tumors, and we studied changes in these patterns with the addition of PDT. TI introduction of an immunosuppressive environment is established via upregulation of PD-1/PD-L1 expression on tumor cells, T cells, and myeloid cells that is partially resolved by PDT. Immune dysfunction is further mitigated by the addition of PD-1 blockade, leading to curative potential in a process that requires Ly6G^+^ neutrophils and CD8^+^ T cells. Overall, these studies suggest that, without PDT, surgical modulation of immune cell trafficking and functionality leads to systemic immunosuppression. This immunosuppressive state potentially interferes with the generation of antitumor immunity by PDT. However, targeted inhibition of surgery-induced signaling in the PD-l/PD-L1 pathway counteracts surgery’s immunosuppressive outcomes to enhance PDT efficacy in the intraoperative setting.

**Significance:**

Surgery combined with PDT extends survival for patients with mesothelioma, but these patients are still at risk for tumor recurrence, in part due to the immunosuppressive effects of surgery. We find, in a mouse model, that combining surgery, PDT, and immune checkpoint blockade maximizes the efficacy of these therapies.

## Introduction

The etiology of pleural mesothelioma (PM) commonly consists of asbestos embedment in the pleura of the lungs, triggering a chronic inflammatory response and mesothelial carcinogenesis. This process is supported by high levels of reactive oxygen species–producing phagocytic cells, inflammasome activation, and amplified growth factor signaling (1–3). Years after exposure, this can progress to PM, a relatively rare and highly aggressive cancer of the pleura. Histologic and biologic heterogeneities in PM within and between patients necessitate a treatment plan that is multidisciplinary and adaptive. Typically, this includes systemic therapy; in surgical candidates, definitive options include combinations of radiotherapy with cytoreduction through extrapleural pneumonectomy or extended pleurectomy/decortication (4). As local recurrence is common even with multimodal treatment, additional strategies to improve control of tumor could include fluorescence-guided resection to improve surgical efficacy (5), cytotoxic therapies such as hyperthermic intraoperative chemotherapy (6), and immunotherapies to boost immune response (7).

For patients with PM, surgical resection can reduce tumor burden to mitigate symptoms and facilitate adjuvant cytotoxic or immune-stimulating therapies. However, surgical debulking results in altered cytokine levels, such as decreases in IL-2 signaling and increases in IL-1/6/8/10 signaling, as well as the release of growth factors, clotting factors, and stress hormones (8) that lead to the expansion of regulatory and suppressive immune cells, including myeloid-derived suppressor cells (MDSC) and tumor-associated macrophages (TAM; refs. 9, 10). Although accumulation of these regulatory immune cells is essential in the context of wound healing, the resulting amplified expression of PD-1/CTLA-4 immune checkpoints, decreased T-cell proliferation, and impaired NK cell cytotoxicity result in an overall state of immunosuppression (11–13). This potentially contributes to tumor relapse. However, it may also be possible to reset the tumor microenvironment from a protumor to antitumor state by introducing adjuvant therapies during key windows of opportunity in the perioperative or postsurgical setting.

We are evaluating photodynamic therapy (PDT) as an adjuvant to surgery for PM in a randomized phase II trial of intraoperative PDT (NCT02153229) following encouraging results with earlier intraoperative PDT trials for PM (NCT01673074 and NCT02159742; ref. 14). PDT is a cytotoxic therapy that leads to immunogenic cell death using visible wavelengths of light to activate reactive oxygen species–producing photosensitizers localized within tumor cells (15). In addition to directly causing tumor cell death, PDT also releases large quantities of cytokines and cellular debris that are a source of tumor antigens, initiates an influx of neutrophils followed by other myeloid cells, and subsequently generates an adaptive immune response (16–18).

To determine how surgically induced immunosuppression in the tumor environment interacts with the immunogenicity generated by PDT, we utilized a previously validated mouse model comprising a tumor incision (TI) of mesothelioma flank tumors (19). In this model, tumors are incised to generate surgical inflammation without removal of any tissue; this importantly maintains equal tumor volumes at the time of PDT across experimental groups. Using the TI model, we found that PDT improved long-term control of tumor after TI, but PDT was unable to completely overcome the effects of immunosuppressive TI (20). These studies importantly found that TI produced a significant increase in splenic and intratumoral neutrophils/granulocytic MDSCs (G-MDSC) and a corresponding negative impact on CD8^+^ T-cell antitumor activity (20). Furthermore, although TI prior to PDT did not alter the direct cytotoxic effects of PDT, it did introduce transient hypoxia that can alter tumor cell and MDSC phenotypes through upregulation of immune checkpoints (21).

In this study, we assessed potential adjuvants to the combination of TI and PDT with the goal of fully restoring PDT’s antitumor immune effects. Immune checkpoint blockade (ICB) is particularly relevant toward this goal because surgery/TI can alter the tumor microenvironment to upregulate immune checkpoints and increase the suppressive activity of myeloid cells (9, 10, 12, 13). Blockade of checkpoints such as PD-1/PD-L1 leverages the capacity of T cells already present by removing barriers to their function. This is most effective in a tumor microenvironment with heightened immune checkpoint activity and in which an immunogenic treatment (such as PDT) has been initiated to stimulate T-cell infiltration and activation (22, 23). The objectives of this study were to ascertain the influence of surgical resection on local inflammatory changes in PM, evaluate the effects of TI and PDT on PD-1/PD-L1 expression in the tumor microenvironment, and determine the utility of PD-1 blockade to augment the antitumor efficacy of PDT in the setting of surgical immunosuppression.

## Materials and Methods

### Clinical trial

Patients with epithelioid PM were enrolled on a randomized phase II prospective trial of pleurectomy and postoperative chemotherapy with or without intraoperative PDT (NCT02153229). All subjects were treated in accordance with protocols approved by the Institutional Review Board at the Hospital of the University of Pennsylvania. As defined by protocol, all subjects received lung-sparing pleurectomy to achieve macroscopic complete resection (MCR) of PM burden. After the completion of MCR, half of the patients went on to receive light delivery for Photofrin-PDT as determined by the randomization scheme for this phase II trial (14). Surgeries were performed between June 2014 and June 2021.

### RNA sequencing

Multiple PM specimens were collected from each patient over the course of surgery, from initiation to MCR, and immediately flash-frozen in liquid nitrogen vapor. All tissues were then stored at −80°C until further processing. Supplementary Fig. S1A shows the RNA sequencing (RNA-seq) workflow from PM surgery through computational analysis. Patients were prioritized for RNA-seq analysis based on specimen availability at multiple time points throughout surgery and irrespective of treatment group (i.e., surgery/PDT vs. surgery alone) because all tumor tissues were collected prior to PDT. Specimen processing for RNA-seq was performed in bulk for 80 PM specimens from 33 unique patients. Frozen specimens were sliced into 20-μm-thick sections for a total of 20 to 30 mg tissue, and DNase I–treated total RNA was isolated using Zymo Research Direct-zol MiniPrep Kit with tissue homogenization (Qiagen) according to the manufacturer’s instructions. 3′ mRNA-seq libraries were generated from 100 ng of DNase I–treated total RNA using QuantSeq FWD Library Prep Kit (Lexogen) according to the manufacturer’s directions. Overall library size was determined using the Agilent TapeStation and the DNA 5000 ScreenTape (Agilent). Libraries were quantitated by RT-PCR (Kapa Biosystems). Libraries were pooled, and high-output, single-read, 75 bp next-generation sequencing was performed on a NextSeq 500 (Illumina).

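The sample labels describe 82 tumor samples. Of these, 74 carry a collection time and a stage of surgery, with 32 early, 30 middle and 12 late samples. A further 6 carry a time and no stage of surgery, most of them described as replicates for validation, and 2 carry no time. The deposited expression table used here holds 72 of the timed samples, from 31 patients. Over these specimens, the Spearman rho with collection time equaled the value listed in Supplementary Table S1 to 6 decimals for 708 of its 708 genes. The paper's text does not say which timed samples were left out. The remaining labeled samples were not analyzed here.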

Time data could not be immediately confirmed for some tumor specimens, so computational analysis was based on 72 specimens from 31 patients for determining the influence of surgery on the tumor transcriptome, and remaining specimens were later used for validation. The swimmer plot in Supplementary Fig. S1B indicates precisely when during surgery each analyzed PM specimen was collected for each patient. Additionally, patient characteristics are summarized in Table 1. STAR aligner (24) was used along with RSEM (25) to estimate gene expression using the hg39 version of the human genome with Ensemble transcriptome information. 

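The values deposited by the authors are on a log2 scale. After subtracting 5 from the back-transformed values, 100% of them were whole multiples of a single step per specimen, as whole read counts divided by a size factor are. Each value was therefore read as log2 of the normalized count plus 5, and a gene without reads is listed at 2.32. Of 46002 Ensembl genes in the table, 14779 had no read in any specimen. On this scale the change of a gene with few reads is understated.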

Raw counts were tested for significance of gene expression association with the time of collection using DESeq2 algorithm (26) with statistical model defined as “design = ∼ time”, i.e., gene expression was modeled against the time of sample collection over the course of surgery without taking into account individual patient effects to avoid overfitting, given variation in collection times across patients, some proximate time points, and patients with just one sample. DESeq2 normalized count values were used for heatmap expression visualization. An FDR of less than 5% was taken as a threshold for gene expression change significance. Significantly differentially expressed genes were then subjected to Qiagen’s Ingenuity Pathway Analysis (IPA; RRID: SCR_008653).

**Table 1:** Characteristics of patients (*n* = 31) whose PM specimens were used for RNA-seq analysis

Patient characteristic	Number of patients, *n* (%)
Sex	
Male	26 (84)
Female	5 (16)
Neoadjuvant therapy	
Yes	6 (19)
No	25 (81)
Final histology	
Epithelioid	27 (87)
Biphasic	4 (13)

Significant canonical pathways as identified by IPA at a FDR<5% significance threshold and predicted activation/inhibition *Z*-score of at least 2 were reported. Gene expression of significantly associated with time genes identified in the IL-6 and IL-1 pathways was visualized as expression derived from values normalized by DESeq2 counts, log_2_-scaled, and mean-centered. On indicated figures, reported correlations were performed using Spearman rank correlation. Additional information denoting samples from the same patient was also indicated. Estimation of immune cell infiltration from bulk RNA-seq data was performed using CIBERSORTx software (27). Estimated values were correlated with time and compared between patient groups or between times within the same patients.

In order to check that the generalized results obtained without taking patient information into consideration were not biased because of the effect of random patient information, expression changes of reported pathways within each patient were examined. Correlation of pathway expression changes between pairs of samples from the same patient versus difference in collection times between the samples was compared with correlation obtained using direct statistical model without including patient factor. RNA-seq raw datasets have been deposited in the Gene Expression Omnibus database (28) under accession number GSE272176.

### Cell culture

Murine mesothelioma cell lines AB12 (RRID: CVCL_4405), described as biphasic (29, 30), and AE17 transfected with ovalbumin (AE17O, RRID: CVCL_LJ85) with a more epithelioid morphology (31–33) were grown in DMEM supplemented with 10% FBS and 1% penicillin/streptomycin. Cell lines were cultured for a maximum of 10 passages for use in all animal studies before rethawing from frozen stocks. All cell lines were validated by IDEXX and periodically tested for *Mycoplasma* contamination. *Mycoplasma* testing was performed by IDEXX BioAnalytics using PCR evaluation for the detection of *Mycoplasma pulmonis* and *Mycoplasma sp* or by Cell Center Services, Department of Genetics, University of Pennsylvania, by Cambrex MycoAlert.

### Tumor propagation

Animal studies were approved by the University of Pennsylvania Institutional Animal Care and Use Committee within animal facilities accredited by the American Association for the Accreditation of Laboratory Animal Care. Tumors were propagated by subcutaneous injection of 1 × 10^6^ AB12 or AE17O cells into the right flank of 8- to 10-week-old female BALB/c mice (RRID: IMSR_CRL:028) or C57BL/6 mice (RRID: IMSR_CRL:027), respectively (Charles River Laboratories) and measured with calipers to calculate volumes according to the following formula: (tumor width)^2^ × (tumor length) × π/6. Tumors reached mean volumes of 100 mm^3^ after 6 days for AB12 and 8 days for AE17O, and treatment groups were randomly assigned at this point. Mice were euthanized for flank tumor growth after the tumor volume reached 400 mm^3^ or rarely for tumor ulceration or metastasis.

### TI

TI was performed as previously outlined (19). Mice were provided analgesia via subcutaneous injection of long-acting buprenorphine (ZooPharm) and anesthetized via inhalation of 1.5% to 1.75% isoflurane in medical air (VetEquip anesthesia machine). Anesthetic depth was monitored by toe pinch reflex. After depilatory-based hair removal, skin was cleaned via alternating betadine and ethanol. In a sterile field, an incision and skin flap were used to expose the tumor. The tumor was incised with a sterile scalpel blade to one-half its depth along the longest axis without any tissue removal, and skin incisions were closed via interrupted sutures. Mice were immediately provided subcutaneous saline and monitored daily.

### PDT

Mice were injected with 5 mg/kg Photofrin (Pinnacle Biologics) via the tail vein. One day later, mice were anesthetized by inhalation of isoflurane in medical air (VetEquip anesthesia machine), and 632 nm light was delivered through microlens-tipped fibers. Light was produced using a Ceralas Biolitec laser, measured using a Coherent LabMax TOP Laser Power Meter (Coherent), and delivered over a 1.1-cm spot at 75 mW/cm^2^ to a total fluence dose of 135 J/cm^2^. In treatment groups combining TI and PDT, PDT was performed 4 hours after TI.

### Cytokine profiling

The Mouse Cytokine Array (Proteome Profiler Array, R&D Systems, ARY006) was used to identify relative levels of specific mouse cytokines and chemokines in tumor tissues 24 hours after PDT. Tissues were lysed according to the manufacturer’s recommendations. Tumors were excised and minced in PBS with protease inhibitors (10 μg/mL aprotinin, Tocris # 4139; 10 μg/mL leupeptin, Tocris # 1167; and 10 μg/mL pepstatin, Tocris # 1190) and homogenized on ice, and triton X-100 was added to a final concentration of 1%. Protein quantification was performed via amido black protein assay. Equivalent amounts of protein from five tumors were combined for each condition for a total of 250 μg of protein per membrane. Membranes were imaged using an Odyssey imaging system (LICOR Biosciences). Pixel values for each spot were determined in FIJI, background signal from a negative region was subtracted, and duplicate spots for each cytokine were averaged. To quantify interleukin-1 receptor antagonist (IL-1Ra) in tumors, Mouse IL-1Ra/IL-1F3 Quantikine ELISA Kit (R&D Systems) was used according to the manufacturer’s recommendations. Lysates from tumors 24 hours after PDT were collected as described above. The total protein per sample was 4 μg per well for the IL-1Ra ELISA.

### Antibody depletion

*In vivo* depletion antibodies and isotype controls were purchased from Bio X Cell and diluted with saline as needed for intraperitoneal injections. For PD-1 blockade, 2.5 mg/kg αPD-1 (clone RMP1-14, #BE0146, RRID: AB_10949053) was injected 1 hour after PDT (or 5 hours after TI) followed by twice weekly injections for 3 weeks. Supplementary Fig. S8A–S8C shows the depletion of PD-1 in samples of untreated tumor control (TC) at 5 days compared with IgG2a isotype control. CD8 T cells were depleted with 1 mg/kg αCD8a (clone YTS 169.4, #BE0117, RRID: AB_10950145) injected 2 days before treatment, the day after treatment, and then twice weekly until tumors reached 400 mm^3^. Neutrophils were depleted with 350 μg αLy6G (clone 1A8, #BE0075-1, RRID: AB_1107721) 90 minutes after PDT, followed by a second dose after 4 days. Isotype controls were rat IgG2a (clone 2A3, #BE0089, RRID: AB_1107769) for PD-1 and Ly6G and rat IgG2b (clone LTF-2, #BE0090, RRID: AB_1107780) for CD8, with injections following the same schedule and dose as depletion antibodies.

### Flow cytometry

Tumors were analyzed by flow cytometry where indicated. Tumors were enzymatically digested and processed using a validated protocol (34). After enzymatic digestion, they were mechanically sheared on a 70-μm cell strainer using the plunger of a 5-mL syringe in the presence of R10 medium containing RPMI-1640, 10% heat-inactivated FBS, 1% penicillin/streptomycin, HEPES, and 55 μmol/L β-mercaptoethanol. The resulting pellets were washed with R10 and then resuspended in PBS and Live/Dead fixable fluorescent reactive dye (1:1,000, Invitrogen) for 15 minutes. After washing, samples were resuspended in flow buffer with mouse Fc block (1:100 in PBS, 2.4G2, BD Biosciences) for 10 minutes at 4°C, followed by cell-surface marker antibodies for 30 minutes at 4°C. Antibodies (and specific clones) included CD45 (30.F11, #103132, RRID: AB_893340), CD3 (17A2, #100204, RRID: AB_312661), CD8a (53-6.7, #100722, RRID: AB_312761), CD4 (GK1.5, #100414, RRID: AB_312699), CD49b (DX5, #108908, RRID: AB_313415), CD11b (M1/70, #101228, RRID: AB_893232), Ly6G (1A8. #127624, RRID: AB_10640819), Ly6C (HK1.4, #128018, RRID: AB_1732082), CD62L (MEL-14, #104435, RRID: AB_10900082), and PD-1 (RMP1-30, #109121, RRID: AB_2687080; all from BioLegend) and PD-L1 (B7-H1, #564715, RRID: AB_2687479; from BD Biosciences). The PD-1 RMP1-30 clone was chosen specifically for its ability to still detect PD-1 in the presence of blocking antibody clone RMP-14 (35). Beads (Invitrogen UltraComp eBeads Plus Compensation Beads) were used for compensation. Flow cytometric analysis was performed on BD FACSCanto II with FACSDiva Software (BD Biosciences) and analyzed using FlowJo 10.9 (RRID: SCR_008520) with positive gates for PD-L1 and PD-1 sets based on fluorescence minus one controls. All statistical analyses are performed on data from at least two independent experiments. Example gating strategies for tumor myeloid cells and T cells are shown in Supplementary Fig. S1.

### Proliferation assay

T cells from naïve mice were isolated from spleens using Miltenyi Pan T Cell Isolation Kit II and stained with 5 μmol/L CellTrace Violet (Thermo Fisher Scientific). Ly6G^+^ cells were isolated using Miltenyi Myeloid-Derived Suppressor Cell Isolation Kit from mouse spleens 2 days after treatment with indicated experimental conditions. Cells were plated at different ratios in triplicate in round-bottom 96-well plates from 1:4 to 1:8 T cell: myeloid cell ratios. Cells were cultured in RPMI-1640 (Gibco) with 10% FBS, 1% penicillin/streptomycin, 1% HEPES (Gibco 15630080), and 55 μmol/L β-mercaptoethanol (Millipore-Sigma, ES-007-E). CD3/CD28 Dynabeads (Invitrogen) were added to stimulate T-cell proliferation. The positive control was activated T cells alone. The negative control did not receive any activation beads. After 72 hours of coculture, Dynabeads were magnetically removed, and T cells were stained with Live/Dead fluorescent reactive dye (Invitrogen) and anti-CD8 and anti-CD4 antibodies (BioLegend). The percentages of dividing T cells identifiable through progressive loss of CellTrace Violet staining were compared among different conditions.

### Statistics

Data from flow cytometry, ELISA, and tumor response studies were plotted and analyzed in GraphPad Prism version 10 (RRID: SCR_002798). Comparisons between two groups were made using the Mann–Whitney nonparametric test. Comparisons among multiple groups for the T-cell proliferation assay were made using ordinary two-way ANOVA with the Tukey multiple comparisons test. Tumor responses were compared with time-to-event analysis of Kaplan–Meier plots using log-rank (Mantel–Cox) tests, taking into account censoring for animals that did not regrow their tumors to 400 mm^3^ by a prespecified time of 90 days. All mice that reached 90 days after treatment had a complete response (CR) with no active tumor growth. The type I error rate, unadjusted for multiple comparisons, was 0.05.

### Data availability

RNA-seq raw datasets have been deposited in the Gene Expression Omnibus database (28) under accession number GSE272176. Other data generated in this study are available upon request from the corresponding author.

## Results

### Pleurectomy for patients with PM upregulates IL-6 and IL-1 signaling

Surgical resection can influence tissue behavior and immune interactions, leading to an altered inflammatory state. Our clinical trial delivers intraoperative PDT to the thoracic cavity after MCR of the tumor bulk. We have previously published evidence of systemic inflammation via increases in the circulating levels of IL-6 after MCR (19). Thus, we expect surgery to alter local signal transduction in the resection field by the time PDT is delivered. 

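QuantSeq libraries, which read each transcript from near its 3′ end, were analyzed for 72 specimens. Of the 31 patients, 19 gave 2 specimens, 11 gave 3 and 1 gave 1. Measured from the start of surgery, 31 early specimens from 22 patients were collected between 24 and 154 minutes (median 85). Another 29 middle specimens from 19 patients were collected between 168 and 292 minutes (median 244), and 12 late specimens from 9 patients were collected between 330 and 466 minutes (median 364). The number of reads on genes, recovered from the steps of the normalized values, had a median of 3670268 in early specimens (range 2118419 to 6253315). It was 3294185 in middle specimens (range 1362965 to 5723560) and 3683809 in late specimens (range 2299440 to 5010852). Depth was not related to collection time (Spearman rho = -0.025, two-sided permutation test, p = 0.835). The number of genes with reads fell with time (rho = -0.337, permutation p = 0.00402), with medians of 18648, 18210 and 17898 in early, middle and late specimens. The authors tested raw counts with DESeq2 against time, without a patient term. Here the deposited log2 values of the 13379 genes with a mean normalized count of at least 10 were fitted with limma against time in hours, also without a patient term, at a Benjamini-Hochberg false discovery rate of 5%. Slopes are in log2 units per hour. The patient term, the filter on low counts and the tissue composition of the specimens are choices that can change the number of genes found.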

To detect these signaling changes, RNA-seq analysis was performed on tumor tissue isolated at different time intervals during the surgery from 31 patients with PM according to the experimental schema in Supplementary Fig. S1. Expression changes of 708 genes were found to be significantly associated with the time of sample collection (FDR <5%; Fig. 1A; Supplementary Table S1). 

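With limma, 735 genes were associated with collection time, of which 460 rose and 275 fell. Among them, 523 are also listed in Supplementary Table S1. Of the 632 genes of that table that passed the filter on counts, 109 were not significant with limma. Over the alternatives, the number ran from 262 genes with the neutrophil marker score as a covariate to 1230 with the patient as a random effect. Of the genes marked as rising in Fig. 1A, DDIT4 had the smallest p-value, with a slope of 0.29 (SE 0.043, adjusted p = 2.07e-05 from limma with Benjamini-Hochberg adjustment). Its normalized count was 214 ± 130.2 (SD, n = 31) in early, 337 ± 195 (SD, n = 29) in middle and 540.2 ± 315 (SD, n = 12) in late specimens. UPP1 rose by 0.36 (SE 0.054, adjusted p = 2.07e-05 from limma). Of the genes marked as falling, PYGO2 had the smallest p-value, with a slope of -0.14 (SE 0.025, adjusted p = 0.000282 from limma) and a normalized count of 88.0 ± 25.6 (SD, n = 31) in early, 69.6 ± 19.3 (SD, n = 29) in middle and 53.6 ± 20.1 (SD, n = 12) in late specimens. Of 27 marked rising genes, 25 passed the filter and 24 were significant over all genes tested, as were 24 adjusted over the list alone. The exception was AGER (slope 0.12, adjusted p = 0.343 from limma). All 19 marked falling genes were significant, over all genes tested and adjusted over the list alone. With the patient as a block, RAD17, HDHD5, ZNF836, C17orf80, MUM1 and ERMARD among these were not significant (adjusted p from 0.0712 to 0.197 from limma). With the lung epithelium score as a covariate, the rising gene RN7SK was not significant (adjusted p = 0.0513 from limma). SFTPB and AGER are members of that score, so the covariate is no test of them. These genes were chosen by the study on the same specimens, so neither count is independent evidence, nor are the correlations of their mean scores with time (r = 0.730, rho = 0.761 and r = -0.798, rho = -0.819, each with permutation p = 1e-05, the smallest that 100000 permutations can give, and adjusted p = 4.57e-05). Without the 2 specimens farthest from the median time, r was 0.741 and -0.802. Outside the genes named in the paper and the gene lists, C11orf96, CSNK1E, SLC2A3, PHLDA1 and AKAP13 had the smallest p-values among rising genes, with slopes from 0.14 to 0.52. Among falling genes these were NFYC, ZMYM1, BICRAL, RP11-15A1.3 and SUOX, with slopes from -0.21 to -0.11. RP11-15A1.3 and SUOX were not significant with the patient as a block (adjusted p = 0.0931 and 0.0962 from limma). All of these rising and falling genes are listed in Supplementary Table S1, so the study found them too and their calls are not independent evidence.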

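Specimens of the same patient resembled each other, with a consensus correlation of 0.313. With the patient as a block in limma, so that only differences between specimens of one patient counted, 1001 genes were associated with time, 579 rising and 422 falling. Of the genes called without the block, 497 were among them, and all kept their direction. The slope within patients and the slope between patient means share no variation. Over all genes tested, both had the same sign for 64.0% and correlated across genes with r = 0.455; genes are not independent replicates. In 99 draws with the collection times permuted over the specimens, the share of genes with the same sign had a median of 49.9% and reached at most 63.2%, and the correlation reached at most 0.364.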

Correlation analysis of changes in paired patient samples revealed that changes in gene expression are retained within each set of patient collection time points and are not a function of baseline patient variations (Supplementary Fig. S2A). Estimates of immune cell infiltrate via CIBERSORT demonstrated minimal changes over the time of surgery (Supplementary Fig. S2B).

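CIBERSORT was not run here. In its place, marker scores were computed as the mean log2 expression of a list of genes relative to each gene's average, and tested with two-sided permutation of the times among 32 gene lists, with Benjamini-Hochberg adjustment over all lists. The neutrophil score rose by 0.23 log2 per hour (95% bootstrap interval over patients 0.085 to 0.38), with r = 0.276 (permutation p = 0.0180, adjusted p = 0.0481) and rho = 0.357 (permutation p = 0.00223). Without the 2 specimens farthest from the median time, r was 0.341. The score was higher in the last than in the first specimen in 21 of 30 patients, but with the times permuted within patients the rise was not significant (r = 0.307, p = 0.0662, adjusted p = 0.144). With single patients left out, its adjusted p reached 0.127. The lung epithelium score rose by 0.26 log2 per hour (interval 0.089 to 0.54), with r = 0.311 (permutation p = 0.00702, adjusted p = 0.0204) and rho = 0.341 (permutation p = 0.00339); r was 0.349 without the 2 farthest specimens. Without one of the patients its adjusted p was 0.0549. No significant trend was detected for monocytes and macrophages (r = 0.0612, adjusted p = 0.750), T cells (r = -0.0869, adjusted p = 0.624), plasma cells (r = -0.0267, adjusted p = 0.895), mast cells (r = 0.247, adjusted p = 0.0813) and mesothelial and mesothelioma markers (r = -0.126, adjusted p = 0.491). The same held for fibroblasts (r = 0.0502, adjusted p = 0.798), endothelium (r = 0.20, adjusted p = 0.169), skeletal muscle (r = -0.0206, adjusted p = 0.895) and adipose tissue (r = -0.0757, adjusted p = 0.676). By rho, the adjusted p of these scores ran from 0.133 to 0.981. The red blood cell score was not significant by r (r = 0.219, adjusted p = 0.127) and rose by rank (rho = 0.297, permutation p = 0.0116, adjusted p = 0.0285). With the times permuted within patients its rise was not significant (r = 0.254, p = 0.105, adjusted p = 0.197).

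**Figure D1:**
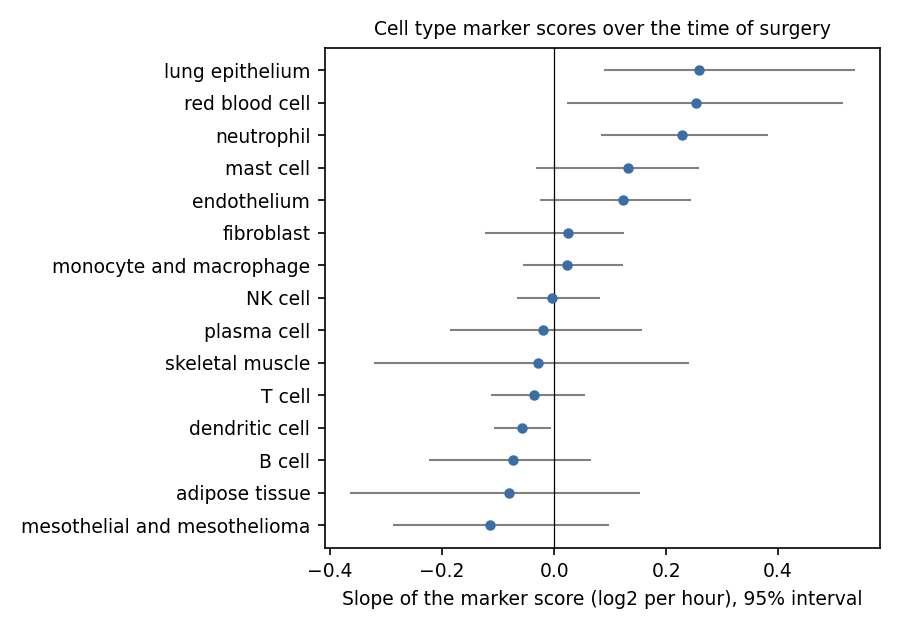
Slope of each cell type marker score on time from the start of surgery, in log2 per hour (x axis), for the cell type marker lists (y axis) over 72 specimens. Points are slopes and bars are 95% intervals from resampling patients; the intervals of the lung epithelium, red blood cell and neutrophil scores lie above 0 and that of the dendritic cell score lies below 0.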

**Figure 1:**
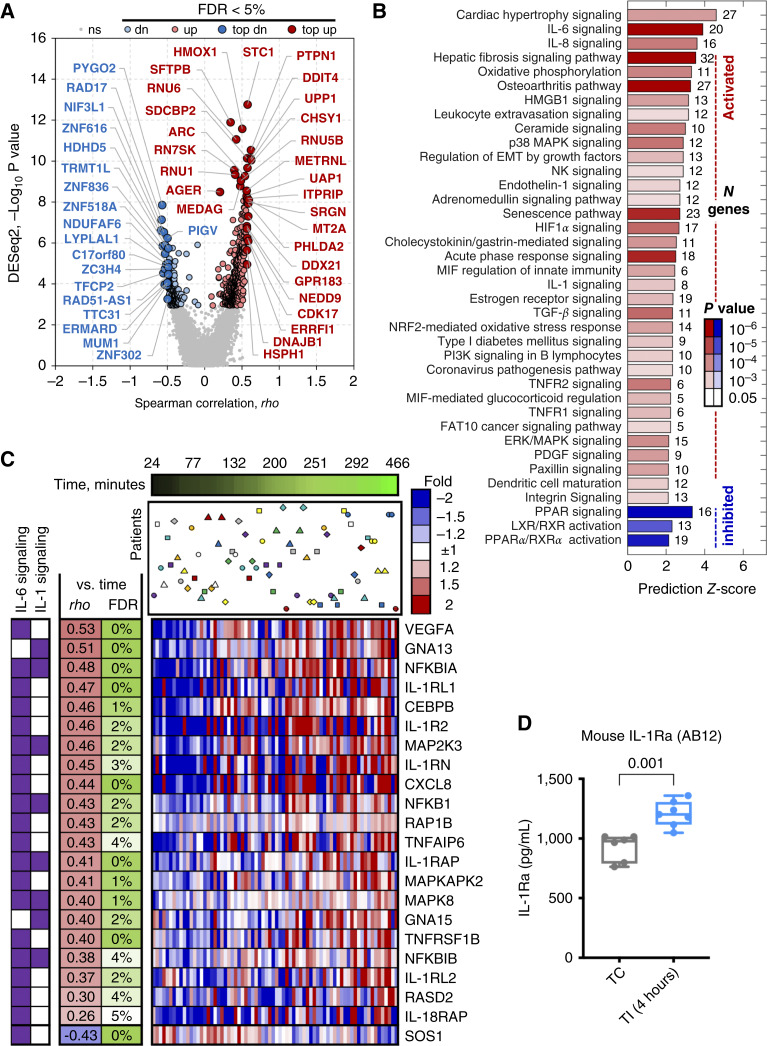
Mesothelioma surgery in humans and mice alters immune pathways. **A,** RNA-seq analysis was performed on tumor tissue isolated over the time course of surgery from 31 patients with PM. Volcano plot of significant gene expression changes associated with time of sample collection showing strength of correlation with time (Spearman rho) and significance of association based on DESeq2 algorithm. FDR <5% results are shown in red and blue with top genes by *P* value and/or correlation coefficients highlighted. dn, downregulated; ns, nonsignificant; up, upregulated. **B,** Analysis of FDR <5% genes significantly associated with the time of collection using IPA. Canonical pathways identified by IPA with FDR <5% and prediction *Z*-score >2 are shown. The color scale intensity, with red showing activated pathways and blue showing inhibited pathways, indicates significance of enrichment (*P* value). Numbers of differentially expressed genes in each pathway are indicated to the right of each bar. **C,** Heatmap showing log_2_ gene expression versus average across tumor specimens for members of the IL-6 and IL-1 families with specimens sorted by the time from initiation of surgery (green bar at the top). Specimens from the same individual patients (uniquely shaped and color-coded) are marked at the time of collection. IL-6 and IL-1 pathways both show increased activity as surgery progresses. **D,** In the AB12 mouse mesothelioma TI model, IL-1Ra protein levels are higher at 4 hours after TI (*n* = 7) compared with samples of untreated TC (*n* = 6, Mann–Whitney test *P* = 0.001).

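IL6 rose by 0.32 log2 per hour (SE 0.10, adjusted p = 0.0427 from limma with Benjamini-Hochberg adjustment) and CXCL8, which encodes IL-8, by 0.48 (SE 0.11, adjusted p = 0.00561). HIF1A rose by 0.23 (SE 0.044, adjusted p = 0.000913 from limma), with a normalized count of 450.4 ± 402 (SD, n = 31) in early, 635 ± 325 (SD, n = 29) in middle and 945 ± 363 (SD, n = 12) in late specimens. TGFB1 was not significant without the patient (slope 0.12, adjusted p = 0.0647 from limma) and was significant with the patient as a block (slope 0.17, adjusted p = 0.0259). No change was detected in HMGB1 (slope 0.020, adjusted p = 0.527 from limma) or TNF (slope -0.036, adjusted p = 0.799). The mean score of these genes with IL1A and IL1B rose with time (r = 0.385, permutation p = 0.000900, adjusted p = 0.00288; rho = 0.423, permutation p = 0.000260). Without the 2 specimens farthest from the median time, r was 0.410. Of the 7 genes that passed the filter, 4 were significant adjusted over the list alone and 3 over all genes tested. CXCL8 and HIF1A among these 3 are in Supplementary Table S1, so the score is partly made of genes found on the same specimens. Given the neutrophil score, the partial correlation of the score with time was 0.279 (adjusted p = 0.0471 from permutation). Activation scores of Ingenuity Pathway Analysis were not computed here.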

Based on the IPA of differentially expressed genes, we discovered activity changes of several pathways significantly associated with tumor behavior were activated over the course of surgery (FDR <5%), including IL-6, IL-8, HMGB1, HIF1α, IL-1, TGFβ, and TNFα signaling (Fig. 1B). 

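Marker scores measure the transcripts of a cell type and not the activity of a pathway. The NK cell score was unrelated to time (r = -0.00966, permutation p = 0.936, adjusted p = 0.936; rho = 0.0617, permutation p = 0.605). No significant trend was detected in the B cell score (r = -0.110, permutation p = 0.356, adjusted p = 0.518; rho = -0.0501, permutation p = 0.674). The dendritic cell score had a slope of -0.058 log2 per hour, which was not significant after adjustment (r = -0.243, permutation p = 0.0402, adjusted p = 0.0857; rho = -0.237, permutation p = 0.0467).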

Activation of immune-specific pathways also included leukocyte extravasation signaling, NK cell signaling, MIF regulation of innate immunity, PI3K signaling in B lymphocytes, and dendritic cell maturation (Fig. 1B). Furthermore, PPAR activity was significantly inhibited as the surgical procedure progressed, which is linked to increases in TGFβ activity and other profibrotic cytokine signaling (36). 

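No significant trend was detected in the transcripts of the PPAR receptors and of related nuclear receptors, of which 3 had a positive and 4 a negative slope. This list, called PPAR receptors below, also holds NR1H3 and NR1H2, which encode LXR receptors and not PPARs or their RXR partners. The mean score of PPARA, PPARD, PPARG, RXRA, RXRB, NR1H3 and NR1H2 had r = -0.0461 with time (permutation p = 0.701, adjusted p = 0.801; rho = 0.00312, permutation p = 0.979), and 0 of the 7 genes were significant, over all genes tested and adjusted over the list alone. Among 10 genes induced by PPARs, the mean score had a slope of 0.077 log2 per hour (95% bootstrap interval -0.042 to 0.18; r = 0.165, permutation p = 0.164, adjusted p = 0.291; rho = 0.203, permutation p = 0.0852). ANGPTL4 rose by 0.47 (adjusted p = 0.00139 from limma) and PLIN2 by 0.26 (adjusted p = 0.0184). These 2 were significant over all genes tested. Adjusted over the list alone 3 were, and the third, ACADM, fell (slope -0.11, adjusted p = 0.0837 over all genes tested). Both lists measure levels of chosen transcripts, while the paper's inhibition is a prediction of Ingenuity Pathway Analysis, so they do not test it.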

Heatmaps of gene expression contributing to the activation of IL-6 and IL-1 pathways are shown in Fig. 1C. 

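Of the 20 genes shown for IL-6, 19 rose with time and SOS1 fell (slope -0.12, SE 0.026, adjusted p = 0.00208 from limma). RASD2 and IL18RAP, with mean normalized counts of 5.98 and 9.00, were below the filter. The 18 genes that passed it were all significant, over all genes tested and adjusted over the list alone; the study chose them on the same specimens, so this is not independent evidence. VEGFA rose by 0.27 log2 per hour (SE 0.053, adjusted p = 0.00101 from limma), with a normalized count of 263 ± 191 (SD, n = 31) in early, 423 ± 280.3 (SD, n = 29) in middle and 455 ± 246 (SD, n = 12) in late specimens. With the patient as a block, NFKB1, TNFAIP6 and IL1RL2 kept their direction and were not significant (adjusted p = 0.0652, 0.0929 and 0.142 from limma). With the lung epithelium score as a covariate, IL1RL1, IL1RAP, NFKBIB and GNA15, the last shown for IL-1 only, were not significant (adjusted p = 0.0698, 0.112, 0.0764 and 0.0868 from limma). Without the filter on counts, IL1RAP, NFKB1 and NFKBIB were not significant among the 18 genes (adjusted p = 0.0570, 0.0863 and 0.0896 from limma).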

The IL-6 pathway was significantly affected (FDR<5%), with a predicted activation *Z*-score of 3.9 as time from the start of surgery approaches 8 hours (Fig. 1B). Similarly, the IL-1 pathway was significantly changed (FDR<5%) and predicted to be activated with time with a *Z*-score of 2.5 (Fig. 1B). 

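The mean score of the IL-6 pathway genes rose by 0.19 log2 per hour (95% bootstrap interval over patients 0.13 to 0.25). Its correlation with time was r = 0.537 (permutation p = 1e-05, the smallest that the permutations can give, adjusted p = 4.57e-05) and rho = 0.590 (permutation p = 1e-05). Without the 2 specimens farthest from the median time, r was 0.589. The score was -0.35 ± 0.58 (SD, n = 31) in early, 0.20 ± 0.72 (SD, n = 29) in middle and 0.41 ± 0.56 (SD, n = 12) in late specimens. Within patients, r was 0.627 (times permuted within patients, p = 2.00e-05, adjusted p = 9.14e-05), and the last specimen scored higher than the first in 27 of 30 patients. As the study chose these genes on the same specimens, the p-values of the score are not independent evidence.

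**Figure D2:**
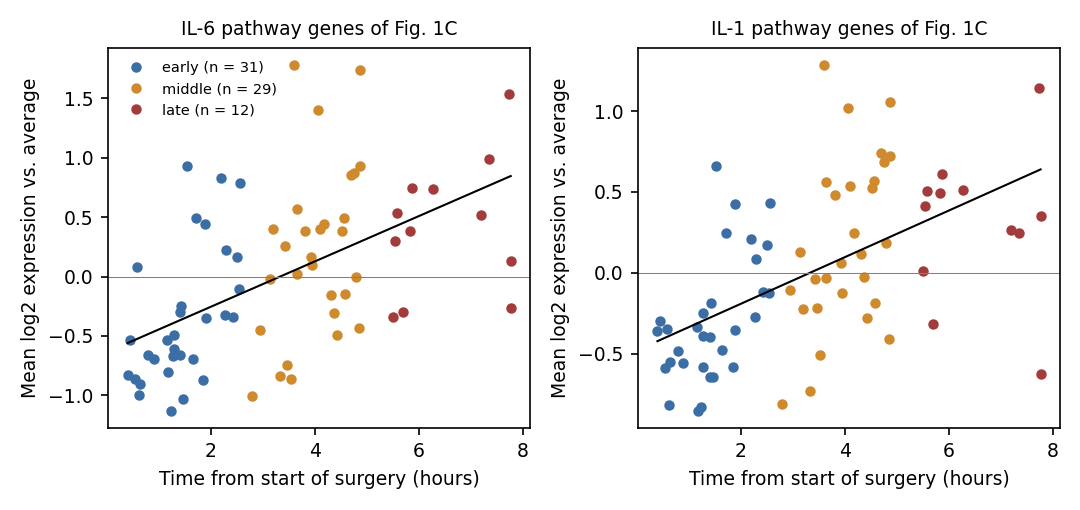
Mean log2 expression, relative to each gene's average, of the IL-6 (left) and IL-1 (right) pathway genes of Fig. 1C (y axes) against hours from the start of surgery (x axes). Each point is one of 72 specimens, colored by stage, and the lines are least-squares fits with slopes of 0.19 and 0.14 log2 per hour.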

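The genes shown for IL-1 were all significant in limma, 8 of 8, and 6 of them are also shown for IL-6, so both scores overlap. These genes too were chosen by the study on the same specimens, so neither their calls nor the p-values of their score are independent evidence. The IL-1 score had r = 0.548 with time (permutation p = 1e-05, adjusted p = 4.57e-05) and rho = 0.610 (permutation p = 1e-05, the smallest possible), with a 95% bootstrap interval of the slope from 0.11 to 0.20 log2 per hour. Without the 2 specimens farthest from the median time, r was 0.620, and within patients it was 0.642. GNA13, shown for IL-1 only, rose by 0.15 log2 per hour (SE 0.038, adjusted p = 0.00840 from limma).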

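The change per hour between the first and last specimen was set against the mean of both in 30 patients, since a change is tied by construction to the first value. For the IL-6 score, r was 0.0492 (permutation p = 0.793, adjusted p = 0.793) and rho was 0.184 (permutation p = 0.328). For the IL-1 score, r was -0.0619 (permutation p = 0.744, adjusted p = 0.793) and rho was 0.153 (permutation p = 0.417). Without the 2 patients farthest from the median, r was 0.000450 and 0.195. With the lung epithelium score as a covariate in limma, 542 genes were associated with time, and 503 of them were also called without it. With the neutrophil score as a covariate, 232 of the genes called without it were called.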

Additional analyses did not support the association of changes in gene expression with the initial levels of gene expression, reported pathways, or immune cell sample composition as estimated by CIBERSORT.

In parallel with clinical studies, we demonstrated in the murine TI model of surgical inflammation that intratumoral IL-6 is significantly increased in AB12 mesothelioma flank tumors that undergo a surgical insult as compared with untreated control tumors (19, 20). Moreover, in this model, the levels of IL-1Ra (a member of both the IL-1 and IL-6 pathways) in the tumor increased (*P* = 0.001) at 4 hours after incision compared with untreated TCs (Fig. 1D). This is consistent with the increases detected in human PM specimens, in which IL-1RN gene expression is identified in the activated IL-6 pathway (Fig. 1C). Thus, using RNA-seq of PM tissue in patients undergoing MCR and recapitulated in murine models of TI by increases in IL-6 and IL-1Ra, these data suggest rapid increases in local inflammatory signaling in the surgical field immediately prior to PDT delivery.

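IL1RN (ENSG00000136689, chromosome 2 from 113107214 to 113134016 of GRCh38 in GENCODE 29) encodes IL-1Ra. It rose by 0.32 log2 per hour (SE 0.082, adjusted p = 0.0120 from limma). Its normalized count was 129 ± 147 (SD, n = 31) in early, 314 ± 525 (SD, n = 29) in middle and 239.8 ± 188 (SD, n = 12) in late specimens, a wide spread between specimens. In 24 of 30 patients the last specimen had more IL1RN than the first.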

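The slopes were compared between 31 early specimens and 41 middle and late specimens. The IL-6 score rose by 0.49 log2 per hour in early and 0.15 in later specimens, a difference that was not significant (times permuted within each group, p = 0.0507, adjusted p = 0.232). For the IL-1 score the slopes were 0.33 and 0.089 (permutation p = 0.0437, adjusted p = 0.232). Across the gene lists, 0 differed after adjustment and 5 at an unadjusted p under 0.05. From the RNA-seq of the tumor specimens together with the increases of IL-6 and IL-1Ra in its murine models, the paper proposes that inflammatory signaling in the surgical field rises before PDT.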

### ICB modulates response after TI

Given these local increases in inflammatory signaling that accompany MCR and are modeled by TI, we hypothesized that the immune checkpoint axis of molecules may play a role in tumor responses to therapy after surgical inflammation. To assess whether immune checkpoints regulated tumor growth after surgical inflammation, we evaluated the effects of PD-1 ICB in mice with AB12 tumors that received TI, with key experiments repeated in AE17O tumors.

The introduction of TI and its associated inflammation led to modest but significantly faster tumor growth, measured as the time to reach the flank tumor experimental endpoint of 400 mm^3^, compared with untreated TCs (*P* = 0.025 for TI vs. TC in AB12, Fig. 2A; *P* = 0.057 in AE17O; Fig. 2D). TI acts in this instance to model the inflammation of surgery—it does not involve the removal of tumor tissue and thus does not introduce the benefit of surgical resection. Consequently, TI-associated increases in tumor growth rates versus TC suggest a role for surgically induced inflammation in promoting tumor growth. When ICB was added as αPD-1 (Fig. 2B and E), the growth rate of TC versus TC/αPD-1 was unchanged in AB12 tumors and slightly slowed by αPD-1 in AE17O tumors (*P* < 0.001). However, αPD-1 initiated after TI led to small but significant slowing of tumor growth in both tumor models. Although all mice experienced tumor recurrence, we detected an increase in median time to 400 mm^3^ from 7 to 11 days in AB12 with the addition of αPD-1 (*P* = 0.028, Fig. 2C) and an increase from 13 to 17 days in AE17O (*P* < 0.001, Fig. 2F). Furthermore, treatment with αPD-1 decreased the level of PD-1 on AB12-infiltrating CD4 and CD8 T cells at 2 days after a single dose of αPD-1 (*P* < 0.001, Fig. 2G and H).

**Figure 2:**
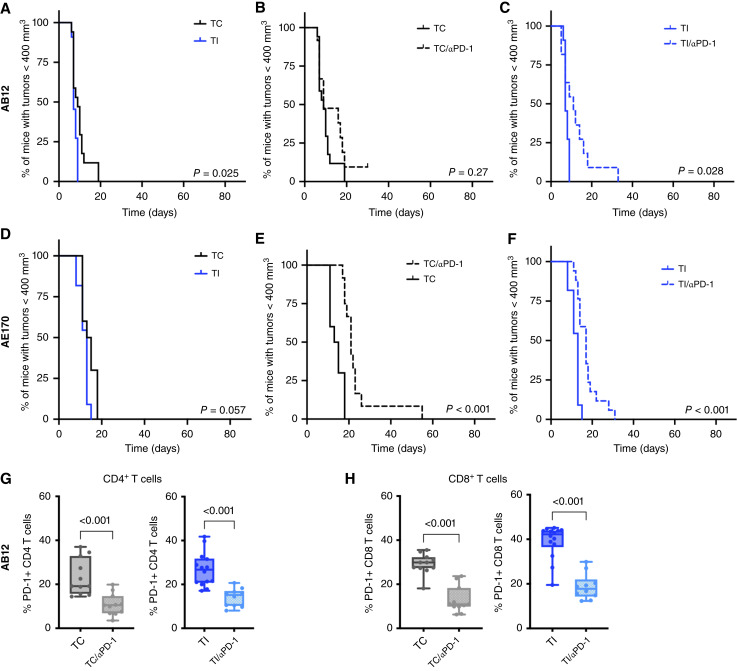
PD-1 blockade is minimally effective in AB12 and AE17O mouse mesothelioma tumors before or after TI. **A,** In subcutaneous AB12 mouse mesothelioma tumors, TI significantly decreased the median tumor growth time to 400 mm^3^ from 7 days compared with 9 days in untreated TC (*P* = 0.025). For TC, *n* = 17 mice and for TI, *n* = 11 mice. **B,** The addition of αPD-1 (TC/αPD-1, dotted black line) to TC did not significantly change tumor response (*P* = 0.27). In the TC/αPD-1 group, one mouse was censored because of tumor ulceration and subsequent early euthanasia. For TC/αPD-1, *n* = 12 mice. **C,** The addition of αPD-1 to TI led to significantly better outcomes with a slight delay in the median tumor growth time to 400 mm^3^ (7 days for TI and 11 days for TI/αPD-1; *P* = 0.028) For TI/αPD-1, *n* = 11 mice. **D,** In AE17O tumors, TI produced a modest insignificant increase in tumor growth compared with TC (*P* = 0.057 with a median of 13 days for TI vs. 14 days for TC). For TC, *n* = 10 mice and for TI, *n* = 11 mice. **E,** Adding αPD-1 in AE17O TC mice delayed the median time for tumor growth to 400 mm^3^ by 1 week from 14 days in TC mice to 21 days after TC/αPD-1 (*P* < 0.001). For TC/αPD-1, *n* = 12 mice. **F,** The addition of αPD-1 to TI also led to significantly better outcomes with a median time to 400 mm^3^ increasing from 13 days after TI to 17 days for TI/αPD-1 (*P* < 0.001). For TI/αPD-1, *n* = 12 mice. **G** and **H,** In AB12 tumors, flow cytometry of TC and TI tumors found a significant drop in PD-1 levels 2 days after a single αPD-1 dose for (**G**) CD4^+^ T cells and (**H**) CD8^+^ T cells. For TC *n* = 11 tumors, for TC/αPD-1 *n* = 11 tumors, for TI *n* = 14 tumors, and for TI/αPD-1 *n* = 10 tumors. Tumor responses (time to 400 mm^3^) are compared using a log-rank (Mantel–Cox) test; comparisons of continuous outcomes used a Mann–Whitney test.

### TI amplifies immunosuppressive characteristics of the mesothelioma microenvironment

To elucidate why αPD-1 improves local control of tumor after a surgical procedure, we investigated the effects of TI on the tumor microenvironment via flow cytometry (gating strategies shown in Supplementary Fig. S3). PD-1 (CD279) is a transmembrane receptor expressed mainly on activated T cells and B cells, as well as NK cells, and occasionally on myeloid cells (37, 38). Its ligands, PD-L1 and PD-L2, are expressed on a wider variety of cell types—leukocytes (particularly myeloid cells), nonhematopoietic cells, and nonlymphoid tissues, including tumors (39). Our data identify a broad trend toward an increase in PD-L1 expression on all immune cells (CD45^+^) in the AB12 tumor microenvironment and a significant increase (*P* = 0.014) in PD-L1–positive tumor and stromal cells (CD45^−^) at 1 day after TI versus TC (Fig. 3A and B). At this time point, neutrophils/G-MDSCs (CD11b^+^ Ly6G^+^) increase substantially (*P* = 0.014) in number with minimal changes in their PD-L1 expression (Fig. 3C), whereas PD-L1 expression is significantly increased (*P* = 0.021) in populations of primarily macrophages/monocytic MDSCs (M-MDSC; CD11b^+^ Ly6G^−^; Fig. 3D). At day 5 after TI, no change was detected in the percentage of tumor-associated Ly6G^+^ or Ly6G^−^ cells or their PD-L1 levels (Fig. 3E and F), although there is a slightly higher proportion of Ly6C^+^ M-MDSCs after TI compared with TC (22% in TI vs. 16% in TC; *P* = 0.041; Supplementary Fig. S4A). Interestingly, at day 5 after TI, neutrophils/G-MDSCs have a marked increase in CD62L (L-selectin) compared with those from TC (2% vs. 8%, respectively), representing a population recently mobilized to the tumor (*P* = 0.007, Fig. 3E; refs. 40, 41). These CD62L^+^ cells also have significantly higher PD-L1 expression (20% in TI vs. 14% in TC; *P* = 0.01; Supplementary Fig. S4B).

**Figure 3:**
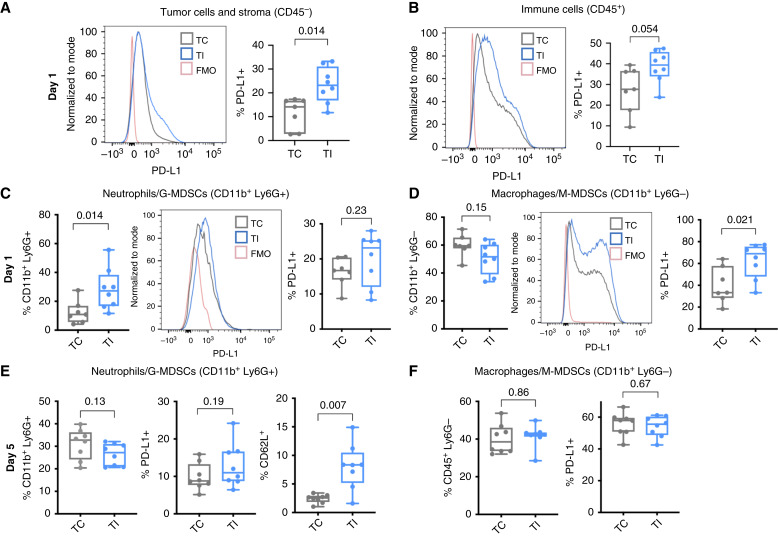
TI upregulates PD-L1 expression on AB12 intratumoral myeloid cells. **A,** In AB12 tumors, all CD45^−^ cells, a combination of tumor and stromal cells, were significantly increased in PD-L1 expression 24 hours after TI compared with TC (*P* = 0.014). **B,** For all CD45^+^ immune cells, PD-L1 levels slightly increased 24 hours after TI compared with TC (*P* = 0.054). **C,** The percentage of intratumoral CD11b^+^ Ly6G^+^ cells (as % of all CD45^+^ cells) was increased by TI (*P* = 0.014); however, changes in the levels of PD-L1 on these cells were not detected. **D,** The percentage of CD11b^+^ Ly6G^−^ myeloid cells was not significantly changed 24 hours after TI; however, TI tumors had significantly higher PD-L1 expression in this myeloid cell population (*P* = 0.021). For all 24-hour data, *n* = 7 tumors for TC and 8 tumors for TI. **E,** After 5 days, the numbers of CD11b^+^ Ly6G^+^ cells were about 30% of all CD45^+^ cells for both TC and TI tumors. At this time point, PD-L1 expression remained unchanged. However, CD62L expression (L-selectin) significantly increased for mice that received TI (*P* = 0.007). **F,** For CD11b^+^ Ly6G^−^ cells, no differences were observed in population numbers or PD-L1 levels. For all 5-day data, *n* = 8 for TC and *n* = 8 for TI. Comparisons were made using a Mann–Whitney test. FMO, fluorscence minus one.

Next, T-cell populations and their PD-1 expression after TI were evaluated. At 2 days after TI in AB12 tumors, CD8/CD4 T-cell numbers did not significantly change relative to TC, although we find a small but significant decrease in NKT cells (*P* = 0.017, Fig. 4A). PD-1 expression significantly increased on all CD3^+^ cells in TI compared with TC (*P* = 0.009, Fig. 4B), with most changes occurring in CD8^+^ T cells (*P* = 0.001) and NKT cells (*P* = 0.006, Fig. 4C). By day 5, all T-cell types have similar proportions in TI compared with TC (Fig. 4D), and all CD3^+^ cells trend toward higher PD-1 expression after TI compared with TC, although these results were not statistically significant (*P* = 0.098, Fig. 4E). Nonetheless, CD4^+^ T cells gain significantly more PD-1 expression (*P* = 0.049, Fig. 4F) at this time point. Overall, in the TI model, we identified increases in neutrophils/G-MDSCs, as well as increases in their PD-L1 expression, suggesting a more immunosuppressive environment, occurring alongside the increased expression of PD-1 on T cells.

**Figure 4:**
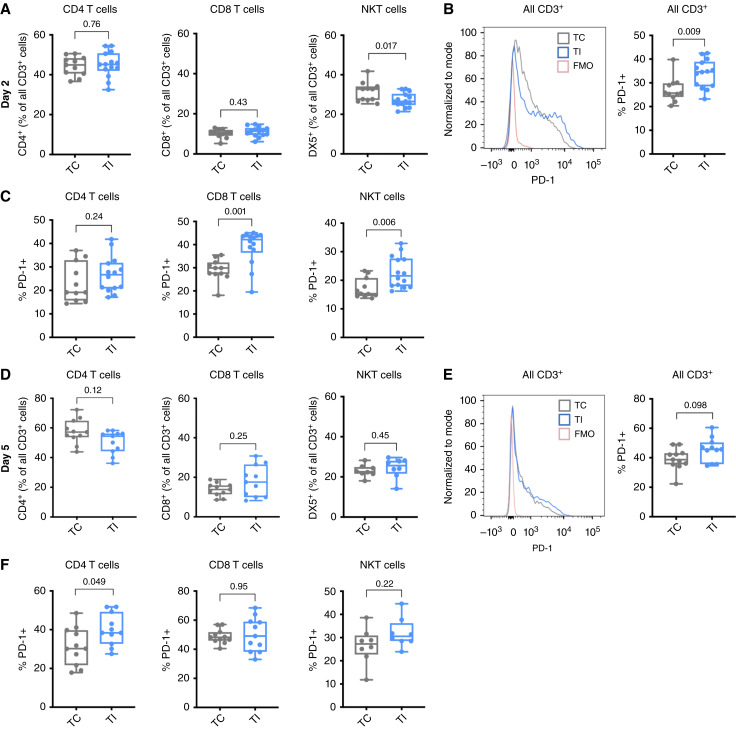
TI increases PD-1 expression on AB12 intratumoral T cells. **A,** In AB12 tumors, 2 days after TI, the fraction of CD4 and CD8 T cells (as a percentage of all CD3^+^ cells) was not significantly different between TI (*n* = 11) and TC (*n* = 14). However, the levels of DX5+ (NKT cells) decreased slightly but significantly in TI (*P* = 0.017). **B,** For all CD3^+^ cells, the levels of PD-1 were significantly upregulated by TI compared with TC (*P* = 0.009). **C,** For individual T-cell populations, PD-1 was significantly increased in CD8^+^ (*P* = 0.001) and DX5+ (*P* = 0.006) T cells after TI compared with TC. **D,** After 5 days, TC and TI tumors have similar numbers of CD8, CD4, and DX5+ T cells. For CD4 and CD8 T cells, *n* = 11 for TC and *n* = 11 for TI. For NKT cells, *n* = 8 for TI and *n* = 8 for TC. **E,** For all CD3^+^ cells, significant differences in median PD-1 levels were not detected at the 5-day time point (*P* = 0.098). **F,** CD4^+^ T cells had significantly higher PD-1 expression 5 days after TI (*P* = 0.049). Differences in PD-1 expression of CD8 and DX5 T cells at 5 days after TI were small and not statistically significant. Comparisons were made using a Mann–Whitney test. FMO, fluorscence minus one.

### PDT partially overcomes TI-induced immune checkpoint activity

We previously found that TI alters PDT-driven antitumor immunity and tumor response when compared with PDT as a standalone alone therapy in AB12 and AE17O tumors (Supplementary Fig. S5A and S5B; ref. 20). One potential explanation for this is an increase in G-MDSCs after TI/PDT compared with PDT, evaluated by the ability of G-MDSCs to inhibit T-cell proliferation (PDT vs. TI/PDT *P* < 0.001 for CD4 and CD8 T cells; Supplementary Fig. S5C). Importantly, however, PDT of the inflammatory TI-altered tumor environment still does produce some effect, significantly slowing tumor growth in both AB12 (Fig. 5A; *P* < 0.001) and AE17O (Fig. 5B; *P* < 0.001) tumor models relative to TI alone. As our earlier studies pointed to the involvement of splenic G-MDSCs in limiting systemic antitumor immunity (20), we next evaluated PD-L1 activity in the myeloid subset of the AB12 tumor microenvironment after PDT.

**Figure 5:**
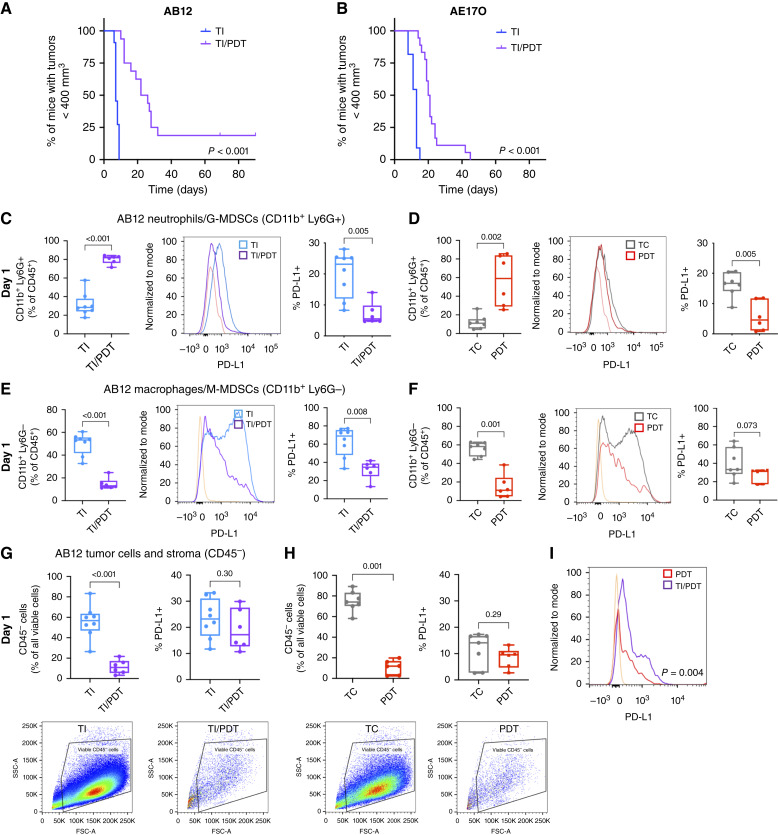
PDT decreases PD-L1 expression and significantly reduces tumor growth after TI. TI/PDT-treated mice had significantly longer tumor growth times (to 400 mm^3^) than TI mice for AB12 (*P* < 0.001, **A**) and AE17O (*P* < 0.001, **B**), with medians of 7 days for TI vs. 24 days for TI/PDT for AB12 and 13 days for TI vs. 20.5 days for TI/PDT for AE17O. In AB12 mice, *n* = 11 for TI and *n* = 16 for TI/PDT. In AE17O mice, *n* = 11 for TI and n = 18 for TI/PDT. **C,** CD11b^+^ Ly6G^+^ cells were significantly increased after TI/PDT (*n* = 6) compared with TI (*n* = 8) in AB12 tumors (*P* < 0.001), and their PD-L1 expression was significantly decreased following PDT (*P* = 0.005). **D,** Tumors treated with PDT (*n* = 6) similarly had increased Ly6G^+^ cells (*P* = 0.002) and decreased PD-L1 expression (*P* = 0.005) compared with TCs (*n* = 7). **E,** PDT after TI significantly decreased the proportion of Ly6G^−^ cells (*P* < 0.001) and led to a significant drop in their PD-L1 levels (*P* = 0.008). **F,** The proportion of CD11b^+^ Ly6G^−^ cells as a subset of CD45^+^ immune cells decreased significantly after PDT (*P* = 0.001), and their PD-L1 levels were lower on average but not significantly so (*P* = 0.073). **G,** For CD45^−^ cells, TI/PDT led to a significant drop in the percentage of viable CD45^−^ cells (*P* < 0.001) but did not alter PD-L1 expression (*P* = 0.30). **H,** PDT of CD45^−^ cells also significantly decreased viability (*P* = 0.001), but no significant differences in PD-L1 expression of these cells were observed (*P* = 0.29). Representative gates of viable CD45^−^ cells are shown below for each condition. **I,** Viable CD45^−^ cells after TI/PDT had significantly higher levels of PD-L1 than CD45^−^ cells after PDT alone (*P* = 0.004). Tumor responses (growth to 400 mm^3^) were compared using log-rank (Mantel–Cox) tests, and all other comparisons were made using a Mann–Whitney test. FSC-A, forward scatter area; SSC-A, side scatter area.

As first responders in inflammation, neutrophils are critical to the development of antitumor immunity following PDT. Neutrophil infiltration in the tumor begins within an hour of PDT and is substantial at 24 hours, with more than 30% of all immune cells in the tumor microenvironment staining positive for Ly6G (42, 43). When applied after TI, Photofrin-PDT (135 J/cm^2^) increases the levels of KC/CXCL1, MIP2/CXCL2, IL-6, and JE/CCL2 and decreases IP-10/CXCL10, MIG/CXCL9, TIMP-1, and IL-1Ra compared with TI alone (Supplementary Fig. S6). Many of the increased cytokines are chemoattractants or activators for neutrophils, macrophages, and other myeloid cells and were previously shown to be upregulated by PDT (44). Indeed, in this AB12 model, TI/PDT promotes an accumulation of intratumoral neutrophils/G-MDSCs after 24 hours (*P* < 0.001; Fig. 5C). Similar to that previously reported for AE17O (23), neutrophils/G-MDSCs also increase after PDT alone compared with AB12 TCs (*P* = 0.002; Fig. 5D). In conjunction with increases in neutrophils/G-MDSCs, the levels of TAMs/M-MDSCs are proportionally decreased at this time point (TI/PDT vs. TI; *P* < 0.001 and PDT vs. TC; *P* = 0.001; Figs. 5E and F).

PDT also decreases the levels of PD-L1 in AB12 intratumoral myeloid cells. At 24 hours after PDT, PD-L1 expression in Ly6G^+^ cells is significantly lower after TI/PDT compared with TI [Fig. 5C (right panels); *P* = 0.005] and significantly lower in PDT compared with TC alone [Fig. 5D (right panels); *P* = 0.005]. Similar results are found for Ly6G^−^ cells, in which PDT following TI significantly lowers PD-L1 expression [TI vs. TI/PDT; *P* = 0.008; Fig. 5E (right panels)]. PDT slightly but not significantly reduces PD-L1 in Ly6G^−^ cells compared with TC alone [*P* = 0.073; Fig. 5F (right panels)]. Likewise, our previous study in AE17O tumors found a decrease in PD-L1 in these populations after PDT compared with TC (23). However, although the number of viable CD45^−^ cells in AB12 tumors is markedly diminished for PDT and TI/PDT groups 24 hours after PDT (gating strategy shown in Supplementary Fig. S7), the levels of PD-L1 on these cells remain unchanged (Fig. 5G and H).

Taken together, these results suggest that although PDT can decrease the levels of PD-L1 in myeloid cells and kill most tumor cells, remaining tumor cells maintain higher levels of PD-L1 expression after TI/PDT compared with PDT (*P* = 0.004, Fig. 5I). This may contribute to a less effective antitumor immune response after TI/PDT compared with PDT alone.

### PD-1 blockade mitigates immunosuppressive effects of TI that is performed prior to PDT

As an adjuvant therapy, ICB tends to be more effective when combined with a cytotoxic therapy that improves antitumor immune response, such as PDT. As presented above (see Fig. 2), PD-1 blockade slightly but significantly increased survival after TI alone in both AB12 and AE17O tumor models. Yet, in mice treated with PDT alone, αPD-1 provided no additional benefit to CR in both models (Fig. 6A and B). It seems likely in this scenario that PDT has already maximized tumor response by directly killing the tumor cells and attenuating PD-1/PD-L1 interactions with myeloid cells (see Fig. 5D and F). Although PDT does not significantly alter PD-L1 expression in viable tumor cells (see Fig. 5G), PD-L1 levels in CD45^−^ cells are already notably low in TC (see Fig. 5H vs. G) and thus simply remain low after PDT (without accompanying TI).

**Figure 6:**
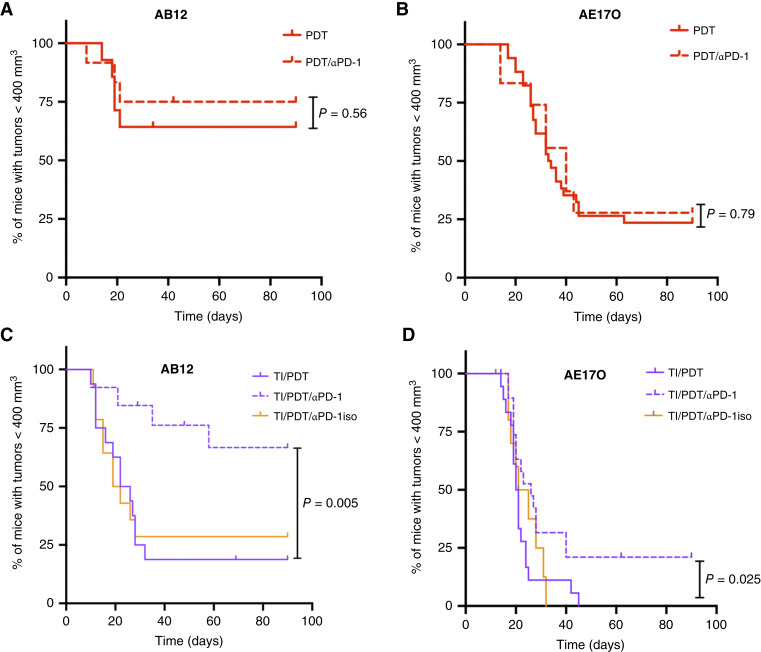
PD-1 blockade significantly decreases tumor growth rates in combination with TI/PDT. αPD-1 initiated 1 hour after PDT and continuing 2× weekly for 3 weeks did not significantly alter tumor growth rates. **A,** In AB12 mice, more than 50% of both PDT alone (*n* = 14) and PDT/aPD-1 (*n* = 12) had median survival (time to 400 mm^3^) greater than 90 days, and no differences between groups were detected (*P* = 0.56). **B,** In AE17O mice, median survivals of 33.5 days for PDT (*n* = 34) and 40 days for PDT/αPD-1 (*n* = 12) were similar (*P* = 0.79). **C,** In AB12 tumor–bearing mice that received TI prior to PDT, αPD-1 significantly decreased the rate of tumor regrowth (*P* = 0.005), with a median survival >90 days for TI/PDT/αPD-1 (*n* = 13) and 24-day median survival in TI/PDT (*n* = 16). TI/PDT/αPD-1 isotype control (*n* = 13) was also significantly different from TI/PDT/αPD-1 (*P* = 0.025) and similar to TI/PDT (*P* = 0.87). **D,** In AE17O tumor–bearing mice that received TI prior to PDT, αPD-1 also significantly decreased the rate of tumor regrowth (*P* = 0.025), with a median survival of 20.5 days for TI/PDT (*n* = 18) and 26 days for TI/PDT/αPD-1 (*n* = 20). In all tumor responses, vertical dashes indicate animals that were censored due to tumor ulceration or metastasis. Groups treated with an isotype for αPD-1 are plotted in pale orange. Tumor responses were compared using log-rank (Mantel–Cox) tests.

Still, in the clinic, PDT of PM is best delivered after tumor resection in order to minimize the bulk of disease prior to light delivery. In this context, we find that αPD-1 considerably improves survival after the combination of TI and PDT, returning overall CR to the level of PDT alone in both AB12 and AE17O tumors (Fig. 6C and D). Here, PD-1 blockade improves local control of tumor in combined modality treatments for PM that include surgery.

### Ly6G^+^ and CD8^+^ cells are required for efficacy of PD-1 blockade after TI/PDT

Neutrophils are critical to immune responses to PDT (18), and we have identified dramatic changes in Ly6G^+^ cell populations with PDT treatment (see Fig. 5). To test whether these cells were required for PDT response, neutrophils were depleted with αLy6G in the AB12 model. In untreated control tumors, this resulted in an intratumoral drop in neutrophil levels from ∼40% of CD45^+^ cells to less than 20%, which was maintained at day 7 (Supplementary Fig. S8D and S8E). In conjunction with PDT alone, Ly6G depletion initiated 1.5 hours after PDT slightly worsened but did not significantly decrease PDT efficacy (*P* = 0.57; see Fig. 7A). After TI/PDT, our prior results suggested that splenic G-MDSCs could contribute to reductions in antitumor immunity (20), and tests of suppressive function of these cells reveal that they inhibit T-cell proliferation (Supplementary Fig. S5C). However, Ly6G depletion in conjunction with TI/PDT has no effect on therapeutic efficacy (Fig. 7B). From this, we expect that the intratumoral Ly6G^+^ population in this set of treatment conditions is likely a mix of protumor and antitumor phenotypes, making their collective depletion irrelevant to tumor response.

**Figure 7:**
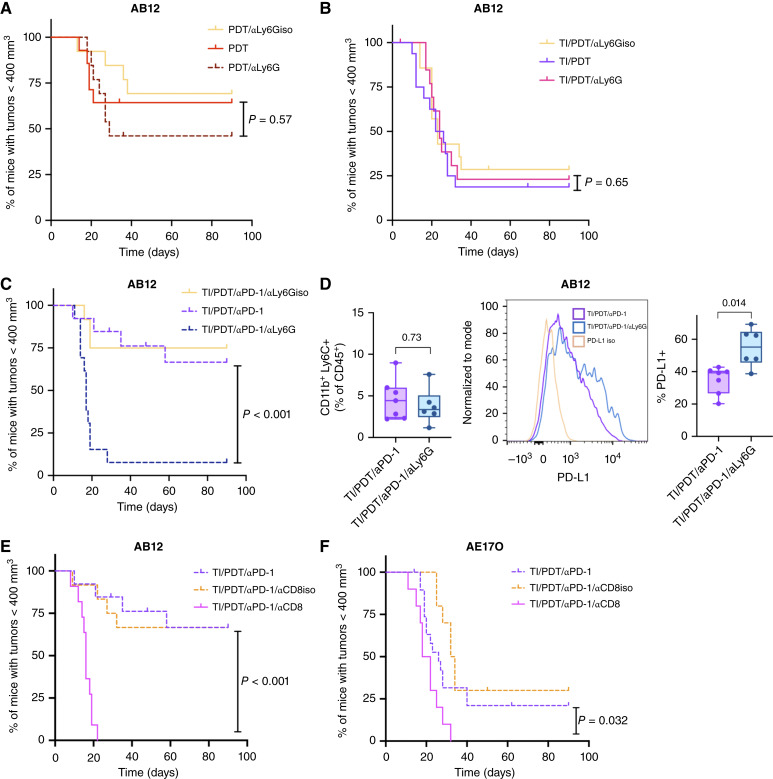
Effective PD-1 blockade requires Ly6G^+^ myeloid cells and CD8^+^ T cells. **A,** In AB12 tumors, αLy6G initiated 1.5 hours after PDT does not significantly change tumor response (*P* = 0.57; PDT/αLy6G shown as dark red dotted line). For PDT, *n* = 14 and for PDT/αLy6G, *n* = 13. PDT/αLy6G isotype control (*n* = 13) is also not significantly different from PDT/αLy6G (*P* = 0.17) or from PDT alone (*P* = 0.65). **B,** In TI/PDT-treated mice, Ly6G depletion did not significantly impact the time for tumors to regrow to 400 mm^3^ (TI/PDT/αLy6G, *n* = 14, shown as pink line) The TI/PDT/αLy6G isotype control group (*n* = 14) is similar (*P* = 0.81 compared with TI/PDT/αLy6G and *P* = 0.42 compared with TI/PDT). **C,** In TI/PDT-treated mice that also received αPD-1, Ly6G depletion led to a rapid and significant decrease in mice with tumors <400 mm^3^ (*P* < 0.0002; TI/PDT/αPD-1/αLy6G, *n* = 13, shown as dark blue dotted line). The TI/PDT/αPD-1/αLy6G isotype control group (*n* = 12) is similar to TI/PDT/αPD-1 (*P* = 0.80) and has significantly longer survival than TI/PDT/αPD-1/αLy6G (*P* < 0.001). **D,** Flow cytometric analysis of tumor-infiltrating lymphocytes 1 day after TI/PDT/αPD-1 demonstrated that Ly6G depletion after TI/PDT/αPD-1 did not significantly change the percentage of Ly6C+ cells in the tumor (*P* = 0.73, left, *n* = 7 tumors for TI/PDT/αPD-1 and *n* = 6 tumors for TI/PDT/αPD-1/αLy6G). However, Ly6G depletion led to a significant increase in the PD-L1 expression on the Ly6C^+^ cells (*P* = 0.014, right). **E,** In AB12 tumors, CD8 depletion (TI/PDT/αPD-1/αCD8, *n* = 11, shown as pink lines) led to rapid tumor regrowth (*P* <0 .001 compared with TI/PDT/αPD-1). The TI/PDT/αPD-1/αCD8 isotype control group (*n* = 12) is similar to TI/PDT/αPD-1 (*P* = 0.89) and has significantly longer survival than TI/PDT/αPD-1/αCD8 (*P* < 0.001). **F,** Similarly in AE17O tumors, CD8 depletion (TI/PDT/αPD-1/αCD8, *n* = 10) also led to rapid tumor regrowth (*P* = 0.033 compared with TI/PDT/αPD-1). The TI/PDT/αPD-1/αCD8 isotype control group (*n* = 10) is similar to TI/PDT/αPD-1 (*P* = 0.24) and has significantly longer survival than TI/PDT/αPD-1/αCD8 (*P* < 0.001). Groups treated with an isotype for αLy6G or αCD8 are plotted in pale orange. Tumor responses are compared using log-rank (Mantel–Cox) tests, and all other statistical tests are by Mann–Whitney.

In the context of ICB, depletion of neutrophils/G-MDSCs is published to improve outcomes (45–47). Conversely, in study of the contribution of neutrophils/G-MDSCs to treatment with TI/PDT and PD-1 blockade, we find drastic reductions in treatment efficacy after depleting Ly6G^+^ cells (TI/PDT/αPD-1 vs. TI/PDT/PD-1/αLy6G; *P* < 0.001, Fig. 7C) in AB12 mice. Ly6G depletion did not significantly change the percentage of Ly6C^+^ cells (*P* = 0.73, Fig. 7D) at 24 hours after TI/PDT/αPD-1 treatment. However, Ly6G depletion did significantly increase PD-L1 expression on these cells [*P* = 0.014, Fig. 7D (right panels)]. Similar increases in PD-L1 expression in Ly6C^+^ cells were detected after Ly6G depletion for TI/PDT conditions (*P* = 0.005, Supplementary Fig. S9). Therefore, after Ly6G depletion, the proportion of myeloid cells with a suppressive phenotype was increased. These data show neutrophils to be required in αPD-1–treated mice for the establishment of antitumor immunity following surgery and PDT, and they support a role for TI-induced myeloid expression of PD-L1 in driving tumor response to this treatment.

Lastly, we examined the overarching contribution of antitumor immunity to the favorable treatment outcome produced by PD-1 blockade added to TI/PDT. Toward this goal, we evaluated the effects of CD8^+^ T-cell depletion on tumor response to TI/PDT/αPD-1. Antitumor immunity driven by PDT is mediated by CD8^+^ T cells, and CD8 depletion was previously shown to diminish the long-term effects of PDT (20). In the present study, the addition of αCD8 to TI/PDT/αPD-1 leads to rapid tumor regrowth and wholly removes the beneficial effect of PDT and of PD-1 inhibition after TI for both AB12 tumors (TI/PDT/αPD-1 vs. TI/PDT/αPD-1/αCD8; *P* < 0.001; Fig. 7E) and AE17O tumors (TI/PDT/αPD-1 vs. TI/PDT/αPD-1/αCD8; *P* = 0.032; Fig. 7F). We conclude from these findings that the generation of antitumor immunity is essential to the control of tumors provided by combinations of PD-1 blockade with TI/PDT.

## Discussion

Surgery is regularly performed for PM in combination with other treatments, including radiotherapies. Circulating and intratumoral cytokines increase rapidly during surgery with elevated levels of IL-6 and IL-1Ra in plasma, pleural fluid, and tissue studied as markers of surgical stress after thoracic surgery in patients with cancer (48–50). 

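IL6 (ENSG00000136244, chromosome 7 from 22725884 to 22732002 of GRCh38 in GENCODE 29) had reads in 69 of 72 specimens and a normalized count of 45.7 ± 71.0 (SD, n = 31) in early, 133 ± 257 (SD, n = 29) in middle and 73.3 ± 99.6 (SD, n = 12) in late specimens. Supplementary Table S1 does not list it. In 23 of 30 patients the last specimen had more IL6 than the first. Without the filter on low counts its adjusted p was 0.0814 from limma.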

Our trial using surgical debulking and intraoperative PDT also demonstrated significant increases in IL-6 signaling in PM tumor tissue and plasma and significant increases in IL-1 signaling and IL-1Ra in tumor tissue over the course of surgical debulking (Fig. 1; ref. 19). IL-6 is a pleiotropic cytokine that plays many roles in the tumor microenvironment: inducing immune checkpoint activation via PD-1/PD-L1 expression (51, 52), negatively regulating NK and effector T cells (12), and promoting functionally suppressive immune populations, such as MDSCs, which contribute to tumor progression and therapy resistance (53, 54). IL-1 signaling is also correlated with increased levels of PD-1 and expansion of MDSCs, and high IL-1β expression is associated with unfavorable outcomes in lung cancer (55, 56). Although we did not observe fluctuations in IL-1α/IL-1β transcription at the time points studied, Il-1β itself would be expected to peak earlier than transcriptional or cytokine fluctuations detected in our studies (49). 

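IL1B had reads in all 72 specimens and a normalized count of 96.1 ± 143 (SD, n = 31) in early, 203 ± 695 (SD, n = 29) in middle and 115 ± 147 (SD, n = 12) in late specimens. Its slope of 0.16 log2 per hour was not significant (SE 0.095, adjusted p = 0.345 from limma), and its Spearman rho was 0.239 (permutation p = 0.0428, unadjusted). It was higher in the last specimen than in the first in 25 of 30 patients. IL1A had reads in 32 specimens and, with a mean normalized count of 1.67, was below the filter; its rho was 0.166 (permutation p = 0.156, unadjusted).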

IL-6 also promotes PD-L1 increases on macrophages and monocytes (57), which is predictive of inferior survival for patients with lymphoma (58). Overall, this dataset provides a valuable and novel resource of transcriptomic changes in tissue that occur during surgical insult, and observed increases in inflammation-related pathways are likely generalizable to other tumor types. Subsequent analyses of this dataset in our PM clinical trial patients will include the correlation of cytokine and transcriptomic biomarkers with therapeutic response and outcomes.

In murine studies, we found the surgical inflammation of TI to increase immune checkpoint expression in myeloid cells (as PD-L1) and in CD8, CD4, and NKT cells (as PD-1; Figs. 3 and 4). In the context of TI, PDT improves survival, with some mice achieving CR (Fig. 5A and B), but fails to completely overcome the surgical-induced immunosuppressive environment (19, 20). We found that although PDT depletes PD-L1 on intratumoral myeloid cells, it does not significantly alter PD-L1 levels on tumor cells. Nonetheless, tumor cells treated with PDT alone (no TI) have lower PD-L1 levels than those treated with TI/PDT (Fig. 5G–I). This occurs because TI increases PD-L1 levels in tumors prior to the introduction of PDT, and the surviving tumor cells maintain pre-PDT levels of PD-L1 expression (Fig. 3A).

In conjunction with the above findings, PD-1 blockade within the perioperative period (Fig. 6) dramatically potentiates antitumor immunity and significantly augments PDT efficacy. Although more work needs to be performed to evaluate predictive biomarkers of response to ICB, αPD-1 may be particularly effective here because ICB has shown most promise in tumors with high expression of immune checkpoints or tumors in which adjuvant therapies have increased immune cell infiltrate (59). Although PD-1 blockade is very effective after the combination of TI and PDT, it has minimal impact on other treatment conditions. For example, αPD-1 only slightly improves survival after TI. This is in alignment with the low response rate of many PM tumors to ICB (7), and recent meta-analyses of clinical trials for lung cancer also show greater survival benefit for ICB initiated in the neoadjuvant setting compared with adjuvant ICB alone (60).

Investigations in two mouse models found regimens incorporating PDT and αPD-1 to be slightly more effective in the AB12 compared with AE17O tumors, consistent with our earlier findings in the immunogenicity of these models (20). These differences may be explained by different genetic backgrounds and characteristics of the Balb/c (AB12 tumors) and C57/BL6 (AE17O tumors) mouse strains, including strain-dependent Th2 versus Th1 lymphocyte response (61) or by the phenotypes and behavior of the corresponding mesothelioma cell lines (33, 62). Irrespective of mouse strain, tumor response was significantly impeded with the addition of TI to PDT (20), and we have importantly now identified that PD-1 blockade maximizes PDT efficacy in both cases.

The presence of neutrophils in the tumor-draining lymph node and tumor has been shown to enhance antitumor immunity following PDT (17) but only at specific time points. The depletion of granulocytes/G-MDSCs immediately after PDT significantly limited therapy response, whereas delaying the depletion of these cells to 1 hour after PDT improves response (63), potentially due to a shift in tumor-resident neutrophils from an antitumor to an immunosuppressive function with time after PDT. Through Ly6G depletion at 1.5 hours after TI/PDT combined with adjuvant αPD-1 (Fig. 7), we find that in this setting (i.e., TI/PDT/αPD-1), Ly6G^+^ cells strongly promote antitumor activity. In the context of PD-1 blockade, the depletion of neutrophils could be compensated by the activation of other immune checkpoints or IL-10, leading to the exposure of more M-MDSC–suppressive activity (64). Indeed, we found that the depletion of Ly6G^+^ cells increased PD-L1 levels on M-MDSCs in support of an enhanced immunosuppressive role for these cells (Fig. 7; Supplementary Fig. S9). Although we did not observe major changes in the population levels of M-MDSCs after TI, we plan to examine M-MDSCs and TAMs in future studies of multimodal treatments for mesothelioma, both in mice and patients with PM from our clinical trials. The interaction of macrophages with PM tends to make them more suppressive, potentially leading to downregulation of T-cell response to the tumor (65). This suggests that TAMs may be useful cell types to target in the treatment of PM tumors.

The TI model represents both a strength and a limitation of our study. As a strength, it allowed for isolation of the effects of inflammation on treatment outcome without confounding response by changing the tumor volume. Yet, TI is unlikely to produce as large of an inflammatory insult as would result from the surgical excision of tissue. Moreover, we could not utilize orthotopic models of mesothelioma, which propagate tumors inside the intact ribcage, because of the need to incise tumors during survival surgeries. Nonetheless, we previously reported an increase in IL-6 after incising flank tumors (TI) in mice (19, 20) comparable with that of patients with PM after surgical debulking; in this study, we show that TI increases the levels of intratumoral IL-1Ra at a similar time point as surgical resection in our PM clinical trial (Fig. 1). Thus, despite these limitations, the data clearly show that TI promotes an immunosuppressive state and establishes the efficacy of adding αPD-1 to TI/PDT for overcoming the TI effect on PDT response. Similarly, Guisier and colleagues (66) described tumor debulking of murine lung cancer to improve anti–PD-1 efficacy.

Overall, these studies suggest that surgically mediated modulation of immune cell trafficking and functionality prior to PDT leads to a systemic immunosuppressive state with increased PD-L1/PD-1 immune checkpoint activation. Although PDT can overcome some aspects of this immunosuppressive state, surgery still limits PDT-induced antitumor immune response. Targeted inhibition of surgery-induced signaling via PD-1 blockade can counteract surgery’s immunosuppressive outcomes to promote PDT efficacy in the intraoperative setting. These findings are especially significant for surgical studies going forward, given the negative results of surgical resection without intraoperative adjuvant or immunomodulation in the recently reported MARS2 trial (67). Indeed, our clinical data suggest that surgically mediated inflammation may lead to increases in immune checkpoint signaling and immunosuppression that will need to be addressed in the design of multimodal therapies for PM.

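No significant change with time was detected in the transcripts of the immune checkpoints. The paper's checkpoint results are of PD-1 and PD-L1 protein on single cell types of mouse tumors, days after incision. The values here are transcripts of whole human specimens taken during surgery, so they do not test those results. The mean score of CD274, PDCD1LG2, PDCD1 and CTLA4 had a slope of 0.025 log2 per hour (95% bootstrap interval -0.019 to 0.088; r = 0.0934, permutation p = 0.439, adjusted p = 0.610; rho = 0.108, permutation p = 0.367). CD274, which encodes PD-L1, had a normalized count of 12.9 ± 11.2 (SD, n = 31) in early, 22.4 ± 28.8 (SD, n = 29) in middle and 15.3 ± 18.2 (SD, n = 12) in late specimens and a slope of 0.045 (SE 0.060, adjusted p = 0.726 from limma). The last specimen had more CD274 than the first in 21 of 30 patients. With the lung epithelium score as a covariate its slope was -0.0036. PDCD1LG2 had a negative slope (-0.027, adjusted p = 0.816 from limma) and was higher in the last specimen in 10 of 30 patients. The mean score thus averages genes with slopes of both signs. PDCD1 and CTLA4 had mean normalized counts of 3.14 and 8.83, below the filter, and rho of 0.228 and 0.0671 (permutation p = 0.0523 and 0.575, unadjusted).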

## Supplementary Material

Supplemental figure legends Supplemental figure legends

Supplementary Figure 1 RNA sequencing experimental design

Supplementary Figure 2 Supplemental RNA sequencing analysis

Supplementary Figure 3 General flow cytometry gating strategies.

Supplementary Figure 4 TI increases the proportion of AB12 tumor MDSCs and PD-L1 levels

Supplementary Figure 5 TI performed prior to PDT limits PDT efficacy.

Supplementary Figure 6 PDT increases cytokines involved in innate immune cell migration and activation.

Supplementary Figure 7 Flow cytometry gating strategy for Figure 5 G and H

Supplementary Figure 8 PD1 and Ly6G depletion

Supplementary Figure 9 Ly6G after TI/PDT depletion increases PD-L1 expression on Ly6C+ MDSCs

Supplementary Table S1 Genes found by DESeq2 significantly associated with time of sample collection

# Supplementary material for: PD-1 Blockade Mitigates Surgery-Induced Immunosuppression and Increases the Efficacy of Photodynamic Therapy for Pleural Mesothelioma
**Source:** Cancer Res Commun. 2025 May 23;5(5):841–56. doi: 10.1158/2767-9764.CRC-24-0571
**Supplement:** Supplemental figure legends

**SUPPLEMENTAL FIGURE LEGENDS**

**Supplemental Figure 1. RNA sequencing experimental design. (A)** RNA sequencing workflow. 1, 2: Multiple PM specimens were collected from each patient over the course of surgery (at timepoints according to the surgeon’s discretion), with time of removal recorded, and immediately flash-frozen in liquid nitrogen. All tissues from all patients were stored at -80°C until further processing. 3: RNA was extracted from frozen sections of PM specimens. 4: cDNA was generated, libraries were prepared, and sequencing was performed on an Illumina NexSeq500. 5: Computational analysis was performed using the DESeq2 algorithm with design testing the effect of time of specimen collection over the course of surgery without additional patient information. 6: DESeq2 normalized counts of differentially expressed (DE) genes were used for heatmap expression visualization. Figure made in Adobe Illustrator with lungs diagram modified from NIAID NIH BIOART Source (bioart.niaid.nih.gov/bioart/231). (**B**) Swimmer plot showing length of surgery (in minutes, grey bar) for each patient with timepoints of specimens collected that were used for RNA sequencing analysis.

**Supplemental Figure 2. (A)** Correlation of pathways’ changes between timepoints within patient versus overall sample correlation reveals that reported pathways are changed in a general manner and not affected significantly by patient-specific expression. On the x axis, each dot shows correlation of pathway expression differences in 52 pairs of samples taken from the same patients versus time difference between samples. On the y axis, each dot shows direct correlation with time with no patient pairing involved. This analysis revealed almost perfect concordance (correlation r = 0.937) between results of timepoints within patient versus overall sample correlation. **(B)** Abundance and distribution of immune cell infiltration estimated using CIBERSORT. The heatmap shows relative increase (purple) or decrease (orange) of estimated proportion of immune cells as surgery progresses. Specimens are sorted by time from initiation of surgery (green bar at top). Specimens from individual patients (1 per row, color coded) are marked at time of collection. No significant trends in immune cell populations were detected over the course of surgery.

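For each gene of Supplementary Table S1, the Spearman rho of the expression difference with the time difference was computed over 52 pairs of specimens. Its sign was that of the rho over all specimens for 699 of 708 genes. Across genes both rho correlated with r = 0.933, and across the gene lists with r = 0.889; neither genes nor lists are independent replicates. With the first and last specimen of each patient only, r over the genes was 0.805. Both rho use the same specimens and times, so a correlation arises without any effect. With times permuted over the specimens and as many genes selected by those times, r had a median of 0.693 and a highest value of 0.911 in 99 draws.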

**Supplemental Figure 3. General flow cytometry gating strategies. (A)** Example gating strategy for examination of T cells in an untreated AB12 tumor. **(B)** Example gating strategy for examination of myeloid cells in an untreated AB12 tumor.

**Supplemental Figure 4. TI increases the proportion of AB12 tumor MDSCs and PD-L1 levels (A)** At day 5 post-TI, there is a slightly higher proportion of CD11b+ Ly6C+ M-MDSCs (p = 0.041 by Mann-Whitney test) after TI compared to TC. The proportion of Ly6C+ cells that are PD-L1+ or CD62L+ is not significantly changed by TI. **(B)** At 5 days post-TI, Ly6G+ cells that are CD62L+ also have significantly higher median PD-L1 expression compared to TC (p = 0.01 by Mann-Whitney test).

**Supplemental Figure 5. TI performed prior to PDT limits PDT efficacy. (A)** In subcutaneous AB12 mouse mesothelioma tumors, PDT (red, n = 14) leads to significantly delayed tumor regrowth and higher survival rates compared to TI/PDT (purple, n = 16, p = 0.029). Median survival is 24 days for TI/PDT and exceeds 90 days for PDT alone. **(B)** Similarly, in subcutaneous AE17O mouse mesothelioma tumors, PDT (red, n = 34) leads to significantly delayed tumor regrowth and higher survival rates compared to TI/PDT (purple, n = 18, p = 0.029). Median survival 20.5 days for TI/PDT and 33.5 days for PDT alone. AE17O Kaplan-Meier plots comparing PDT and TI/PDT represent a comprehensive set of data building off our previous results (20). Tumor responses are compared using log-rank (Mantel-Cox) tests. **(C)** Ly6G+ G-MDSCs isolated from spleens 2 days after each treatment in AB12 tumor-bearing mice were incubated with CTV-stained naïve T cells at 1:4 and 1:8 ratios. Ly6G+ cells from mice receiving PDT significantly increased T cell proliferation compared to those from TC (p <0.001 for CD4 and CD8 T cells). Ly6G+ cells from mice receiving TI/PDT significantly decreased T cell proliferation compared to PDT (p < 0.001 for CD4 and CD8 T cells) and compared to TC (p = 0.01 for CD4 and p = 0.004 for CD8 T cells). Representative flow cytometry histograms for T cell CTV staining in each experimental condition are shown below.

**Supplemental Figure 6. PDT increases cytokines involved in innate immune cell migration and activation.** Mouse cytokine arrays were performed for AB12 tumors 24h after TI or TI/PDT. 5 tumors were combined for each condition. Quantification of spot intensity (averaged for 2 spots/cytokine) is shown below, with TI in blue and TI/PDT in purple. Plots show increased levels of KC/CXCL1, MIP2/CXCL2, IL-6, and JE/CCL2, and decreased levels IP-10/CXCL10, MIG/CXCL9, TIMP-1, and IL-1Ra after TI/PDT compared with PDT.

**Supplemental Figure 7. Flow cytometry gating strategy for Figure 5 G and H.** Gating for viable CD45- AB12 tumor/stromal cells remaining 1 day after each treatment condition.

**Supplemental Figure 8. PD1 and Ly6G depletion.** In AB12 tumor controls, αPD1 was injected at 2.5 mg/kg αPD1 (clone RMP1-14) followed by a second dose after 4 days. Dot plots **(A)** and histograms **(B)** for PD-1 expression are quantified in **(C)**, with αPD1 leading to significantly less detectable PD-1 expression after 5 days (p = 0.029 by Mann-Whitney test). For αPD1, n = 4 and for αPD1 isotype control, n = 4. **(D)** In AB12 tumor controls, neutrophils were depleted with 350 ug αLy6G (clone 1A8), followed by a second dose after 4 days. **(E)** Flow cytometric analysis shows a significant decrease in the percentage of CD11b+ Ly6Cmid cells (p = 0.036 by Mann-Whitney test). For αLy6G, n = 5 and for αLy6G isotype control, n = 3.

**Supplemental Figure 9. Ly6G after TI/PDT depletion increases PD-L1 expression on Ly6C+ MDSCs.** In AB12 tumors, Ly6G depletion in conjunction with TI/PDT does not significantly change the percentage of Ly6C+ cells in the tumor at one day after treatment (p = 0.63, left panel). However, Ly6G depletion leads to a significant increase in PD-L1 expression on Ly6C+ cells after TI/PDT (p = 0.005, right panels). For TI/PDT, n = 5 tumors and for TI/PDT/αLy6G, n = 7 tumors. Statistical analyses by Mann-Whitney test.

How the deposited data were processed for this re-analysis (not part of the article)

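RNA from 72 pleural mesothelioma specimens of 31 patients was sequenced by the authors as QuantSeq 3′ libraries. The authors aligned the reads with STAR, estimated gene expression with RSEM on a genome version given as hg39 with Ensembl transcripts, tested raw counts against time with DESeq2 and deposited log2 normalized values. The offset of 5 in the deposited log2 values was found from the values. The file holds no counts, so no count test was used; whole reads were recovered from the steps of the values for 100% of them and served for depth and for a fit with limma's voom weights.

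Collection times and stages were taken from the sample labels. Genes with a mean normalized count of at least 10 were fitted with limma 3.58.1 (lmFit and eBayes with trend and robust) in R 4.3.3 against time in hours, and p-values were adjusted by the Benjamini-Hochberg method. Named genes are those the paper names for these specimens, the members of reported gene lists, and the 5 rising and 5 falling genes with the smallest p-values among the rest whose slope within patients has the same sign. A gene list score is the mean over list members, with a mean normalized count of at least 1, of the log2 values centered on each gene's mean. Correlations of scores with time were tested with 100000 two-sided permutations over specimens and within patients, and 95% intervals of slopes come from 2000 bootstraps of patients. The 32 lists, the tests and all alternatives apart from those named below as chosen later were set before the data were examined. The lists comprise the genes of Fig. 1A and Fig. 1C, the pathway namesakes, immune checkpoints, PPAR receptors and targets, cell type markers, and lists for immediate early genes, hypoxia, heat shock, glucocorticoid response, circadian genes, metallothioneins, interferon response, proliferation and small nuclear RNA.

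The same patient gave several specimens, and the labels name the patient. The reported fit has no patient term, as in the paper, and the patient was added as a block in an alternative. Gene positions, transcript length and GC content were taken from GENCODE 29; 99.6% of the genes tested had a GC content and length. The fit was tested on simulated data: of 200 genes given a slope among 13379, 156 were called, as was 1 of 13179 genes given none. The slopes were 0.2, 0.4 or 0.6 SD per hour in either direction. All 134 genes given the 2 larger slopes were called, so every missed gene had the smallest one. The share called depends on these chosen slopes and is no measure of power for the real genes. The times were permuted over specimens, which removed any link between times and patients. Of 1000 random lists tested on permuted times, 56 had a p-value under 0.05. The smallest depth was 1362965 reads, and genes with few reads are measured with little precision. Alternatives changed the patient term, normalization, added constant, time scale, count filter, test and composition covariates, and left out each patient in turn. Covariates for depth, for the share of the most abundant genes and for the number of detected genes, a correction for GC content and length, and voom weights were chosen after seeing the data. The timed samples outside the 72 specimens and the validation samples were not analyzed here, and CIBERSORT and Ingenuity Pathway Analysis were not run.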

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

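The gene lists below rose with time and the paper does not discuss them. The correlation between lung genes and the small nuclear RNAs with values of their own were tested only after the rise had been seen. A permutation p of 1e-05 is the smallest that the permutations can give.

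The lung epithelium score rose with time (r = 0.311, permutation p = 0.00702, adjusted p = 0.0204; rho = 0.341, permutation p = 0.00339). The members went up together: 13 of 13 rose, and 10 of them are in Supplementary Table S1, so the list overlaps genes the study picked. Adjusted over the list alone 9 were significant, against 1 over all genes tested. Within patients r was 0.439 (adjusted p = 0.00218 from permutation), and with the patient as a block 4 genes, SFTPB, SFTPA1, SFTPC and SFTPA2, were significant over all genes tested (adjusted p = 0.00924, 0.0230, 0.0258 and 0.0265 from limma). Given the reads per specimen the partial correlation was 0.315 (adjusted p = 0.0239 from permutation). Depth was unrelated to time (rho = -0.025), so this adjustment could hardly change the correlation and is no separate test of depth. The mean correlation of the members with each other at a fixed time was 0.763, while the highest among 10000 random lists matched on mean level was 0.160. The 3 specimens with the highest count of a gene held from 36.9% (ABCA3) to 94.9% (SCGB1A1) of its counts over the 13 genes. A candidate explanation is lung tissue in some of the later specimens. Whether it is normal lung beside the tumor was not tested. Leaving out one patient took the adjusted p to 0.0549 (r = 0.276).

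The heat shock score rose with time (r = 0.530, permutation p = 1e-05, adjusted p = 4.57e-05; rho = 0.563, permutation p = 1e-05), and within patients r was 0.597. Of its 10 genes, 7 are in Supplementary Table S1, and 7 were significant over all genes tested and 8 adjusted over the list alone. Without DNAJB1 and HSPH1, which are marked in Fig. 1A, r was 0.522 (permutation p = 1e-05). HSPA1A, HSPA1B, HSPA6, BAG3 and HSP90AA1 among the rest are in Supplementary Table S1, so this value too is not independent of the study's selection. Given the lung epithelium score, the partial correlation was 0.562 (adjusted p = 0.000443 from permutation). A response of the tissue to surgery and handling of the specimens stay open and were not tested.

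The glucocorticoid response score rose with time (r = 0.514, permutation p = 1e-05, adjusted p = 4.57e-05; rho = 0.503, permutation p = 1e-05), and within patients r was 0.689. Of its 10 genes, 3 are in Supplementary Table S1. In limma 5 were significant over all genes tested and 10 adjusted over the list alone. Without MT2A, MT1X and ERRFI1, which other lists hold, r was 0.434 (permutation p = 0.000150). KLF9 among the rest is in Supplementary Table S1. Given the lung epithelium score, the partial correlation was 0.478 (adjusted p = 0.000443 from permutation). The slope was 0.87 log2 per hour in early and 0.15 in later specimens, a difference that was not significant after adjustment (permutation p = 0.00860, adjusted p = 0.138). Steroids given during surgery and the body's own stress response stay open, as no data on either were used.

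The metallothionein score rose with time (r = 0.388, permutation p = 0.000860, adjusted p = 0.00288; rho = 0.393, permutation p = 0.000810), and within patients r was 0.630. Of its 7 genes, 3 are in Supplementary Table S1, and 4 were significant over all genes tested and 5 adjusted over the list alone. Given the lung epithelium score, the partial correlation was 0.370 (adjusted p = 0.00434 from permutation). The genes are close paralogs, and how the authors' estimation split their reads was not tested.

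The small nuclear RNA score rose with time (r = 0.477, permutation p = 1e-05, adjusted p = 4.57e-05; rho = 0.431, permutation p = 0.000160), and within patients r was 0.553 (adjusted p = 0.0239). Of its 8 genes, 6 are in Supplementary Table S1; 2 of 4 tested were significant over all genes and 3 adjusted over the list alone. The mean of the 6 genes whose values match no other gene had r = 0.453 (permutation p = 7.00e-05). As 4 of these are in Supplementary Table S1, this does not exclude reads shared between copies, which stay open. The partial correlation was 0.470 given the lung epithelium score (adjusted p = 0.000775), 0.477 given the reads per specimen (adjusted p = 0.000400) and 0.425 given the number of detected genes (adjusted p = 0.00137), all from permutation. As depth was unrelated to time, adjusting for the reads could hardly change the correlation. These RNAs have no poly(A) tail of their own, so a change in RNA quality stays open and was not tested.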

How the results depend on the processing

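The number of genes associated with time ran from 262 with the neutrophil score as a covariate to 1230 with the patient as a random effect, against 735. It was 1001 with the patient as a block, 542 with the lung epithelium score as a covariate, 599 after quantile normalization, 726 with 10 added to the counts, 806 on the rank of time, 910 with a Spearman test, 744 with plain eBayes, 559 without a filter on counts, 735 with a minimum mean of 1 and 535 with a minimum of 50. With the minimum of 50, 77.0% of the genes rose, against 62.6%. Among alternatives chosen after seeing the data, it was 775 with depth as a covariate, 667 with the share of the most abundant genes, 522 with the number of detected genes, 797 after the correction for GC content and length and 787 with voom weights. With each patient left out in turn it ran from 511 to 966, with 0 changes of direction among the called genes. The cause of the difference with the neutrophil score was not tested.

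The IL-6 score kept its rise in each alternative that was run, with r from 0.498 to 0.627, and the IL-1 score with r from 0.495 to 0.642. The neutrophil score was not significant with the patient as a block (r = 0.307), after quantile normalization (0.273), with 10 added (0.266), given the lung epithelium score (0.240), as z-scores (0.262), with the median over the list (0.276), after the correction for GC content and length (0.276) or given the number of detected genes (0.255). Its r ran from 0.240 to 0.307 over the alternatives other than those that left out a patient, against 0.276. Its adjusted p of 0.0481 lies close to the threshold, and with the median and after the correction r was nearly unchanged. The causes of the larger differences were not tested. All 9 genes have a mean of 10 or more, so that limit leaves the score as it is (r = 0.276) and is no alternative for it. The mast cell score became significant given the number of detected genes (r = 0.354).

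Scores without a significant trend changed sign as follows. With the patient as a block, r was 0.113 for PPAR receptors, 0.124 for plasma cells, -0.144 for fibroblasts and 0.104 for adipose tissue. As a random effect it was 0.00686 for PPAR receptors, 0.0306 for plasma cells and -0.0274 for fibroblasts. For NK cells and fibroblasts it was 0.0159 and -0.0450 after quantile normalization and 0.0202 and -0.00626 on the rank of time. Given the lung epithelium score it was -0.0138 for monocytes and macrophages and 0.0173 for skeletal muscle, and given the neutrophil score -0.00265 for PPAR targets. Given the number of detected genes it was 0.0749 for NK cells, 0.0417 for B cells, 0.104 for plasma cells and 0.0202 for adipose tissue. It was 0.00699 for NK cells with members at 10 or more, 0.0103 for plasma cells with the median and -0.0221 for circadian genes as z-scores. The causes were not tested.

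Across the 31 fits that each left out one patient, r ran from 0.236 to 0.313 for neutrophils, 0.276 to 0.384 for lung epithelium, -0.306 to -0.206 for dendritic cells, 0.164 to 0.316 for mast cells, 0.187 to 0.285 for red blood cells, 0.212 to 0.306 for immediate early genes, -0.0415 to 0.0569 for NK cells, -0.0906 to 0.00340 for PPAR receptors, -0.0522 to 0.146 for circadian genes, -0.0107 to 0.0904 for fibroblasts, -0.0387 to 0.103 for monocytes and macrophages, -0.0804 to 0.0181 for plasma cells and -0.0912 to 0.0186 for skeletal muscle. Single patients decided whether the neutrophil, lung epithelium, dendritic cell, mast cell, red blood cell and immediate early scores were significant.

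Among the named genes, the slope of CD274 was -0.0036 given the lung epithelium score, opposite in sign to the fit without it. That of AGER was -0.054, but AGER is a member of this score, and a covariate that contains a gene is no test of it. Of the 236 named genes that were tested and are not members of it, 7 were no longer significant given the lung epithelium score, 0 became significant, and the slope of 16 changed sign, CD274 included. With the patient as a block, of 249 named genes 14 were no longer significant, 14, TGFB1 among them, became so, and the slope of 26 changed sign. Of the genes whose slope changed sign, 0 were significant in either fit. Fits with all timed samples, fits with the validation samples added and a comparison of repeat samples were not run, as those samples were not used here. Genes with few reads, such as IL1A and PDCD1, were below the filter on counts.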

Differences from the paper's values

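No value computed here, alternatives aside, lay beyond the set margin from the value the paper states. The number of genes was 735 against the paper's 708. The correlation was 0.933 over genes and 0.889 over gene lists, against the paper's 0.937 over pathways. For the lists, the error behind the margin was changed from a permutation SD to a bootstrap SD over patients after values were seen. With either error the value lay within the margin. Of the alternatives set before the data were examined, the patient as a random effect (1230 genes) and the neutrophil score as a covariate (262 genes) gave a number more than 1.5 times away from the paper's. Of the genes in Supplementary Table S1, 109 of 632 tested were not significant with limma, and 97 of those had an unadjusted p under 0.05. AGER, marked as rising in Fig. 1A, had an adjusted p of 0.343 from limma, 0.271 with the patient as a block and 0.497 without a filter. The paper states that PPAR activity fell, which is a prediction of Ingenuity Pathway Analysis from its time-associated genes. No fall was detected here in the mean score of PPAR target transcripts (r = 0.165, adjusted p = 0.291 from permutation). Within that score ANGPTL4 and PLIN2 rose and ACADM fell. The score measures levels of chosen transcripts and not predicted activity, so it does not test the paper's statement.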

Other observations

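The tests on zinc finger genes were chosen only after the result was seen, and so was the criterion for the pairs of specimens.

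Chance was tested for the number of genes associated with time. With the real order of times included, 1 of 100 assignments of the times to the specimens gave as many genes, and the permuted ones gave at most 5. With times permuted within patients and the patient as a block, 1 of 100 did, and the permuted ones gave at most 9. Of the called genes, 734 were also called with depth as a covariate, 495 with the share of the most abundant genes, 450 with the number of detected genes, 677 after the correction for GC content and length and 503 with the lung epithelium score. With the neutrophil score as a covariate 232 of them were, so most of the called genes lost their call there, and neutrophils stay open as a contributor to them. Depth was unrelated to time, so depth as a covariate could hardly remove calls.

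The IL-6 score stayed correlated with time given the lung epithelium score (partial r = 0.517, adjusted p = 0.000443 from permutation) and given the neutrophil score (partial r = 0.517, adjusted p = 0.000517). The neutrophil score was no longer significant given the red blood cell score (partial r = 0.172, adjusted p = 0.289 from permutation). Conversely, the red blood cell score given the neutrophil score had a partial r of 0.00942 (adjusted p = 0.972 from permutation). The scores thus share much of their trend, and these values do not tell which of them underlies the other. Blood in later specimens remains a candidate explanation for the rise of the neutrophil score. The red blood cell score was highest in middle specimens, with means of -0.47 (SD 2.2) in early, 0.48 (SD 2.5) in middle and 0.055 (SD 1.7) in late ones. Within patients its rise was not significant (r = 0.254, times permuted within patients, adjusted p = 0.197). Neutrophils entering the tissue with blood or from it were not told apart by a test.

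The correlation between the rho within pairs and the rho over all specimens was set against permuted times. An earlier criterion, whether the permuted value came close to the observed one or to 0, was left undecided by the median of 0.693, and was replaced by a count of draws after that median had been seen. With the real times included, 1 of 100 draws reached the observed 0.933. The use of the same specimens thus gave a large part of the correlation without any effect of time, and no permuted draw gave all of it. Among called genes, the slopes within and between patients had the same sign for 100%, which 2 of 100 draws reached with the real one included, and the median of the permuted draws was 96.2%.

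Zinc finger genes with ZNF symbols were over-represented among falling genes, with 23 of 346 falling (6.65% against 1.93% of other genes; odds ratio 3.61, two-sided Fisher's exact test, p = 7.62e-07). Genes are not independent replicates, so this p describes these specimens. The share of random sets matched on GC content, length and mean level with as many falling genes was 0.0005. Those sets had a median of 11 falling genes and at most 25, so these properties may account for part of the excess. With the number of detected genes as a covariate the odds ratio was 2.74 (Fisher's exact p = 0.00562), with 10 falling. A faster loss of short-lived transcripts may underlie this and was not tested.

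Of the remaining lists, the hypoxia score rose with time (r = 0.423, adjusted p = 0.000680; rho = 0.409), with 3 of its 12 genes in Supplementary Table S1. The immediate early score was not significant after adjustment (r = 0.259, adjusted p = 0.0678), and was with the patient as a random effect (r = 0.294, adjusted p = 0.0328) and on the rank of time (r = 0.288, adjusted p = 0.0323). The mean score of circadian genes that fall during the day (r = 0.0230, adjusted p = 0.895) averages genes that went both ways: CLOCK had a negative slope (-0.080, adjusted p = 0.0963 from limma, and 0.0184 with the patient as a block), and the slopes of BMAL1 and NPAS2 were positive and not significant (0.078 and 0.016, adjusted p = 0.245 and 0.895). Adjusted over the list alone, 1 of the 3 genes, CLOCK, was significant. The interferon response score was not significant over all specimens (r = -0.114, adjusted p = 0.514), and within patients its r was -0.352 (times permuted within patients, p = 0.0415, adjusted p = 0.102). Of its genes, IFI44L fell significantly with the patient as a block (slope -0.15, adjusted p = 0.0143 from limma, and 0.539 without the block). The proliferation score showed no significant trend (r = -0.116, adjusted p = 0.514).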
